# Spatio-temporal landscape of mouse epididymal cells and specific mitochondria-rich segments defined by large-scale single-cell RNA-seq

**DOI:** 10.1038/s41421-021-00260-7

**Published:** 2021-05-18

**Authors:** Jianwu Shi, Kin Lam Fok, Pengyuan Dai, Feng Qiao, Mengya Zhang, Huage Liu, Mengmeng Sang, Mei Ye, Yang Liu, Yiwen Zhou, Chengniu Wang, Fei Sun, Gangcai Xie, Hao Chen

**Keywords:** Bioinformatics, Gene expression profiling, Transcriptomics

## Abstract

Spermatozoa acquire their fertilizing ability and forward motility during epididymal transit, suggesting the importance of the epididymis. Although the cell atlas of the epididymis was reported recently, the heterogeneity of the cells and the gene expression profile in the epididymal tube are still largely unknown. Considering single-cell RNA sequencing results, we thoroughly studied the cell composition, spatio-temporal differences in differentially expressed genes (DEGs) in epididymal segments and mitochondria throughout the epididymis with sufficient cell numbers. In total, 40,623 cells were detected and further clustered into 8 identified cell populations. Focused analyses revealed the subpopulations of principal cells, basal cells, clear/narrow cells, and halo/T cells. Notably, two subtypes of principal cells, the Prc7 and Prc8 subpopulations were enriched as stereocilia-like cells according to GO analysis. Further analysis demonstrated the spatially specific pattern of the DEGs in each cell cluster. Unexpectedly, the abundance of mitochondria and mitochondrial transcription (MT) was found to be higher in the corpus and cauda epididymis than in the caput epididymis by scRNA-seq, immunostaining, and qPCR validation. In addition, the spatio-temporal profile of the DEGs from the P42 and P56 epididymis, including transiting spermatozoa, was depicted. Overall, our study presented the single-cell transcriptome atlas of the mouse epididymis and revealed the novel distribution pattern of mitochondria and key genes that may be linked to sperm functionalities in the first wave and subsequent wave of sperm, providing a roadmap to be emulated in efforts to achieve sperm maturation regulation in the epididymis.

## Introduction

The epididymis is a critical male sex organ that plays key roles in sperm transport, maturation, and storage^1,2^. Spermatozoa from the testes acquire their motility and fertilization ability when they transit through the epididymis. In the epididymis, the sperm plasma membrane is subjected to sequential biochemical and proteomic modifications via interactions with components of the extracellular environment in the epididymal lumen.

The epididymis epithelium supports a luminal environment that promotes sperm maturation, and each of the three regions—caput, corpus, and cauda—is believed to play a distinctive role during sperm transition^3,4^. Luminal secretions from the caput and corpus are beneficial for the acquisition of sperm motility and fertilizing ability^5^. On the other hand, caudal epididymal secretions maintain the condition for the storage of spermatozoa while preserving their fertility^6^. Each of these regions has been demonstrated to possess a distinct pattern of gene expression related to specific physiological functions that are important in the different steps of sperm maturation^7–10^.

The composition of the intraluminal milieu is controlled by the surrounding pseudostratified epithelium, which is composed of multiple cell types possessing distinct physiological functions, including principal cells, basal cells, and clear/narrow cells^2,11,12^. In addition, a few studies have reported apical cells and halo cells in the epididymis^13^, despite the lack of specific markers to identify them. Studies of region-specific epididymal proteins showed that certain cell types were able to express different classifications of genes, which contribute to the different physiologic functions of the segments^2,14^. With the development of single-cell RNA sequencing (scRNA-seq), a number of organs have been analyzed in mammals^15–17^, including male and female reproductive organs such as the testis^18–20^ and ovary^21,22^. The spatio-temporal repertoire of epididymal cells and their gene expression in the epididymis are still less characterized.

In this study, we applied microfluidic-based scRNA-seq to analyze the cells derived from the caput, corpus, and cauda of the mouse epididymis aged 42 days (P42) and 56 days (P56), representing the first wave and subsequent wave of sperm maturation, respectively^23^. In total, 40,623 cells were analyzed at the large-scale number level, and further clustering analysis revealed eight cell types. Furthermore, the subpopulations of epididymal epithelial cells were described, and two subtypes of principal cells with cilia were identified. We further demonstrated the segment-specific and cell-type-specific gene expression patterns of epididymal cells. Remarkably, the number of mitochondria and their corresponding mitochondrial transcripts (MTs) were found to be higher in the corpus and cauda than in the caput of the epididymis in both the P42 and P56 epididymis. In addition, the expressed gene comparison of the first-wave sperm P42 and adult sperm P56 was undertaken at the single-cell level. Overall, our study represents the regional transcriptome profiling of the mouse epididymis at a single-cell resolution, which is important for future studies on the spatial microenvironments of the epididymis and the understanding of sperm maturation and epididymal diseases.

## Results

### ScRNA-seq analyses revealed comprehensive epididymal cell types

To define the cell types in the mouse epididymis, we conducted scRNA-seq on the cells isolated from fresh caput, corpus, and cauda regions of the epididymides at two key developmental times: 13,360 cells from the 42-day-old epididymis that contained the first wave spermatozoa and 28,725 cells from the 56-day-old epididymis in two biological replicates (Fig. 1a and Supplementary Fig. S1a). 

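Cells were partitioned into the wells of a microfluidic chip with barcoded beads, and every captured transcript carried a unique molecular identifier (UMI), so that PCR copies of 1 molecule were counted once. The data comprised 9 libraries, which were the caput, corpus and cauda of a pool of P42 mice and of 2 pools of P56 mice, called replicate 1 and replicate 2. The authors trimmed the reads with fastp, extracted cell barcodes with umi_tools, mapped the reads to the mouse genome with STAR and counted UMIs on the exons of each gene, and they deposited the raw counts without normalization. The deposited table held 307987941 UMIs of 32195 genes. The P42 caput, corpus and cauda libraries held 50655384, 26008474 and 23114756 UMIs, respectively. Replicate 1 of the P56 epididymis held 33881990, 27448607 and 37510958 UMIs in the same order of segments, and replicate 2 held 37040481, 29407960 and 42919331 UMIs. The median number of UMIs per cell after quality control was lowest in the cauda (3088.5) and corpus (3446) at P42 and highest in the cauda of P56 replicate 2 (7644). Cells of 1 library share their mice and their chip and were not treated as replicates. UMIs were summed per library and cell population, and the sums were compared between libraries by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 3 segments of a pool come from the same mice, so the pool was a block in each comparison of segments. At P42 there was 1 library per segment, and comparisons of age therefore have no P42 replicate and assume that the P42 library varies like the P56 libraries.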

Following cell quality control (“Materials and Methods” section and Supplementary Table S3), a total of 42,085 cells from the three regions of the epididymis were visualized and identified into nine cell clusters (Supplementary Fig. S1b, c). 

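The number of barcodes per library lay between 4971 and 4997 before quality control. Barcodes with 300 to 4000 detected genes, no more than 20000 UMIs and less than 50% of mitochondrial UMIs were kept, which are the limits that Supplementary Fig. S1f shows. These limits left 42087 cells, of which 13361 were from the P42 and 28726 from the P56 epididymis. Too few detected genes removed 331 barcodes and too many removed 1194, and among the rest the limits on UMIs and on mitochondrial UMIs removed 340 and 917 barcodes. The limits on detected genes alone left 43344 cells. Per library, from 4209 (P42 caput) to 4910 (caput of P56 replicate 2) cells were kept, and the median cell had 5556 UMIs and 1738 detected genes. Doublets were not removed, because Scrublet marked only 22 cells (0.0523%) as doublets, too few for a working call at this number of cells. Results were recomputed without the 5% of cells that had the highest Scrublet scores instead.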

We first annotated the cell types using the reported cell markers according to the literature (Supplementary Fig. S1d, e and Table S1). 

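Among the 30 clusters found from the deposited counts, 1 cluster of 787 cells was led by the globin genes Hbb-bt, Hba-a2, Hba-a1 and Hbb-bs. Globin transcripts made up a median of 39.7% of the UMIs of a cell in this cluster and 0.0885% in the other cells. All 5 erythrocyte markers listed beforehand, the 4 globin genes and Alas2, were at least 2 times as high in this cluster as in the other cells. The size of the cluster depended on the clustering. It held 1638 cells when genes were not centred within each library and 761 cells when the clustering resolution was doubled.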

Cells in cluster 5 highly expressed Hba and Hbb and were identified as erythrocytes, which were generally excluded from previous studies^24–26^. Therefore, cell cluster 5 was excluded from all subsequent analyses, and the number of remaining cells was 40,623. 

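After removal of the globin-rich cluster, 41300 cells remained for all further comparisons. Globin UMIs were also counted in these cells and were left out of the total of every cell.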

We assigned eight cell populations in all segments of the epididymis (Fig. 1b, c) in the P42 and P56 epididymis through Seurat v3. 

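Cells were clustered on 3000 variable genes centred within each library, with 50 principal components, 20 neighbours and a resolution of 1. A cluster received a name only from marker genes listed before the counts were examined, and the paper's names stand below for principal-like, basal-like and other such clusters. The cells of each population are thus rebuilt and need not be the cells the study placed there. The 2 clusters that remained without a name held 1015 and 156 cells. Of the 30 markers listed for principal cells, 26 were higher there than in any other population, but none reached 2 times the next highest population, and the median ratio was 1.28. For sperm all 12 listed markers were at least 2 times as high as in the next population, with a median ratio of 82.3, and the ratios were 24.2 for endothelial cells, 15.8 for halo/T cells, 6.77 for clear/narrow cells, 5.97 for macrophages/monocytes, 4.73 for basal cells and 4.51 for myoid cells/fibroblasts.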

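The clusters were combined by their markers into 20968 principal cells, 4873 myoid cells/fibroblasts, 4384 clear/narrow cells, 4158 basal cells, 3324 macrophages/monocytes, 878 endothelial cells, 825 sperm and 550 halo/T cells. Prm1, Prm2, Ldhc and Fabp9 led the sperm cluster, and Ccl5, Ms4a4b, Nkg7 and Trbc2 led the halo/T cluster. One principal cell cluster, led by Teddm2, Cstdc2 and Lcn9, also had 7 of the 11 clear/narrow markers at 2 or more times the level of the other cells, beside 8 principal cell markers, and the share of principal cells and their segmental genes were recomputed without it. A further 169 cells with the markers of ciliated cells were kept apart from the principal cells. In a copy of Supplementary Table S9 that holds the first 1999 cells, all from the caput at P42, 1671 cells (83.6%) fell into the population that the study lists for them.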

Cell clusters were annotated as principal cells (C0), myoid cells/fibroblasts (C1), clear/narrow cells (C2), macrophages/monocytes (C3), basal cells (C4), halo/T cells (C5), endothelial cells (C6) and sperm (C7) (Fig. 1b and Supplementary Fig. S2).

**Fig. 1:**
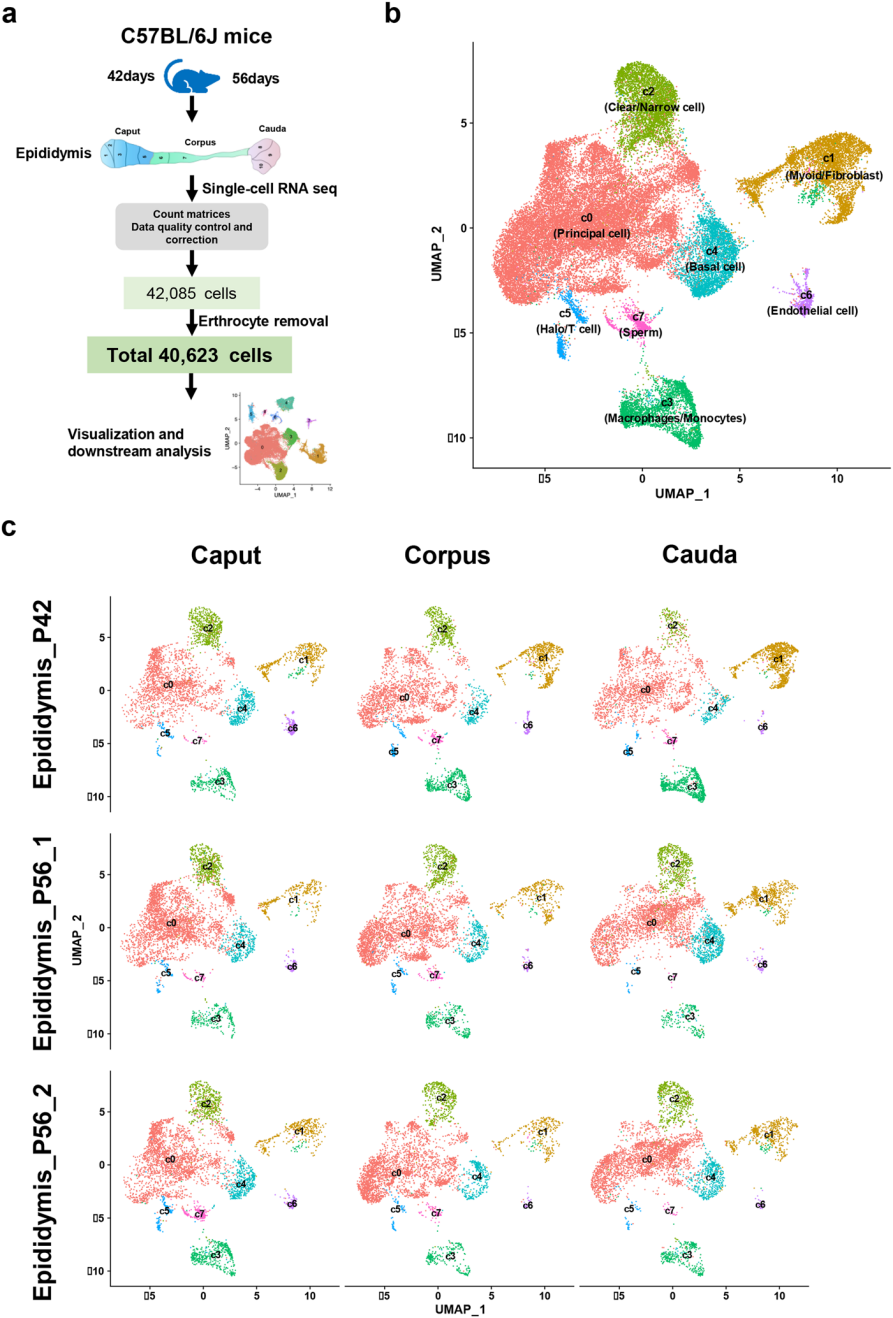
Overview of scRNA sequencing of mouse epididymis regions. **a** Schematic of mouse epididymis collection and analysis. **b** UMAP visualization of the eightcell clusters identified in the epididymis after erythrocyte filtration. **c** UMAP visualization of the three regions of the mouse epididymis in P42 and P56 mice. Each epididymal region of the P56 epididymis has two biological replicates.

### scRNA-Seq analyses recapitulate subpopulations of principal cells, basal cells, and clear cells

To clarify the subpopulations in principal cells, we employed a higher SNN clustering resolution. Eight different subpopulations of principal cells were revealed from the caput to cauda, which were defined as Prc1-Prc8 (Fig. 2a). 

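When principal cells and the ciliated-like cells were clustered again by themselves, 11 subpopulations of at least 10 cells were found. This number followed the clustering resolution, with 7 subpopulations at a halved and 13 at a doubled resolution, and 11 when genes were not centred within each library. Set against the other cells of this clustering, the largest subpopulation (4476 cells, median 2513.5 UMIs) was led by Col1a1, Col1a2 and Col3a1, one of 219 cells also had collagen genes among its first 10, and one of 872 cells was led by Stap1, Atp6v1g3 and Clcn5. All were kept as principal cells, results were not recomputed without these 3 subpopulations, and mixed cells were not set apart from free RNA of fibroblasts or clear/narrow cells.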

The top 10 differentially expressed genes (DEGs) were illustrated in each of the eight subpopulations (Fig. 2b). Furthermore, the GO terms associated with the DEGs in each cell cluster (Fig. 2c) manifested diverse roles of the principal cells in regulating the epididymal microenvironments. Intriguingly, genes enriched in Prc7 and Prc8 were related to cilium organization and assembly, microtube-based movement and cilium-dependent cell motility according to GO analysis (Fig. 2c). These two clusters of principal cells were consistent with histologically described epididymal cells with stereocilia accompanying the expression of actin (Actb)^27,28^. 

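One cluster of 169 cells, from the clustering of all cells, carried the 11 genes of ciliated cells that were listed beforehand, among them Foxj1, Ccdc153, Sntn, Tmem212 and Dynlrb2. Since these genes named the cluster, their levels are not tested here. All 169 cells came from the caput. They made up 99 of 1824 principal and ciliated-like cells in the P42 caput (5.43%, exact Clopper-Pearson 95% interval 4.43% to 6.57%), 21 of 3286 in the caput of P56 replicate 1 (0.639%, 0.396% to 0.975%) and 49 of 2695 in that of P56 replicate 2 (1.82%, 1.35% to 2.40%). The intervals of the 3 libraries do not overlap, so the share differed between libraries by more than counting error, with 1 library at P42. No such cell was found among 7305 cells of the corpus and 6027 cells of the cauda, which leaves room for a share of up to 0.0505% and 0.0612% by the same interval. Over all libraries the share was 0.800%, and it was 0.880% with the clustering resolution doubled. The median level of 19 principal cell markers in these cells was 0.363 times that in principal cells of the same libraries, and 0.663 times that in endothelial cells. From the GO terms of cilia in Prc7 and Prc8, together with the expression of Actb, the paper reasons that these clusters match the epididymal cells with stereocilia known from histology.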

Although the expression of Actb was highest in the Prc7 subpopulation, it was also expressed in other subpopulations of principal cells (Fig. 2d). Therefore, we plotted the potential marker genes of Prc7 principal cell subsets and visualized them in violin plots (Fig. 2e).

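Scaled to the same number of UMIs (CPM), Actb was highest in the ciliated-like subpopulation in each of the 3 caput libraries. For this ranking it was the subpopulation of 170 cells found when principal and ciliated-like cells were clustered again, which holds 160 of the 169 cells above. It reached 4080 CPM there against 3470 CPM in the next of 7 subpopulations at P42, 5369 against 3407 CPM in the next of 8 in P56 replicate 1, and 5367 against 3665 CPM in the next of 8 in P56 replicate 2. Against all other principal cells taken together on this scale, with TMM factors set to 1, the log2 fold change was 0.73 (adjusted p = 2.5e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), where the median of all 13877 genes tested was itself 0.46. This scaling was chosen after seeing the data. The scaling fixed beforehand was edgeR's TMM scaling. With it, Actb was at 3959 ± 635 CPM in ciliated-like cells and at 3801 ± 568 CPM in the other principal cells (SD, n = 3 libraries). With the library as a block, the log2 fold change was 0.06 (standard error 0.14, adjusted p = 0.831 from the same test). This change was smaller than its standard error, although Actb was higher in ciliated-like cells in each library. DESeq2 gave 0.17 (adjusted p = 0.543), and leaving out each library in turn gave 0.06 to 0.15 by edgeR. When principal cells were thinned to the UMIs of the ciliated-like cells, the value was 0.36 (adjusted p = 0.0739 by edgeR). The other cytoplasmic actin gene, Actg1, had a log2 fold change of 0.47 (adjusted p = 0.0047 by edgeR), and 0.35 (adjusted p = 0.0852 by edgeR) without P56 replicate 1.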

**Fig. 2:**
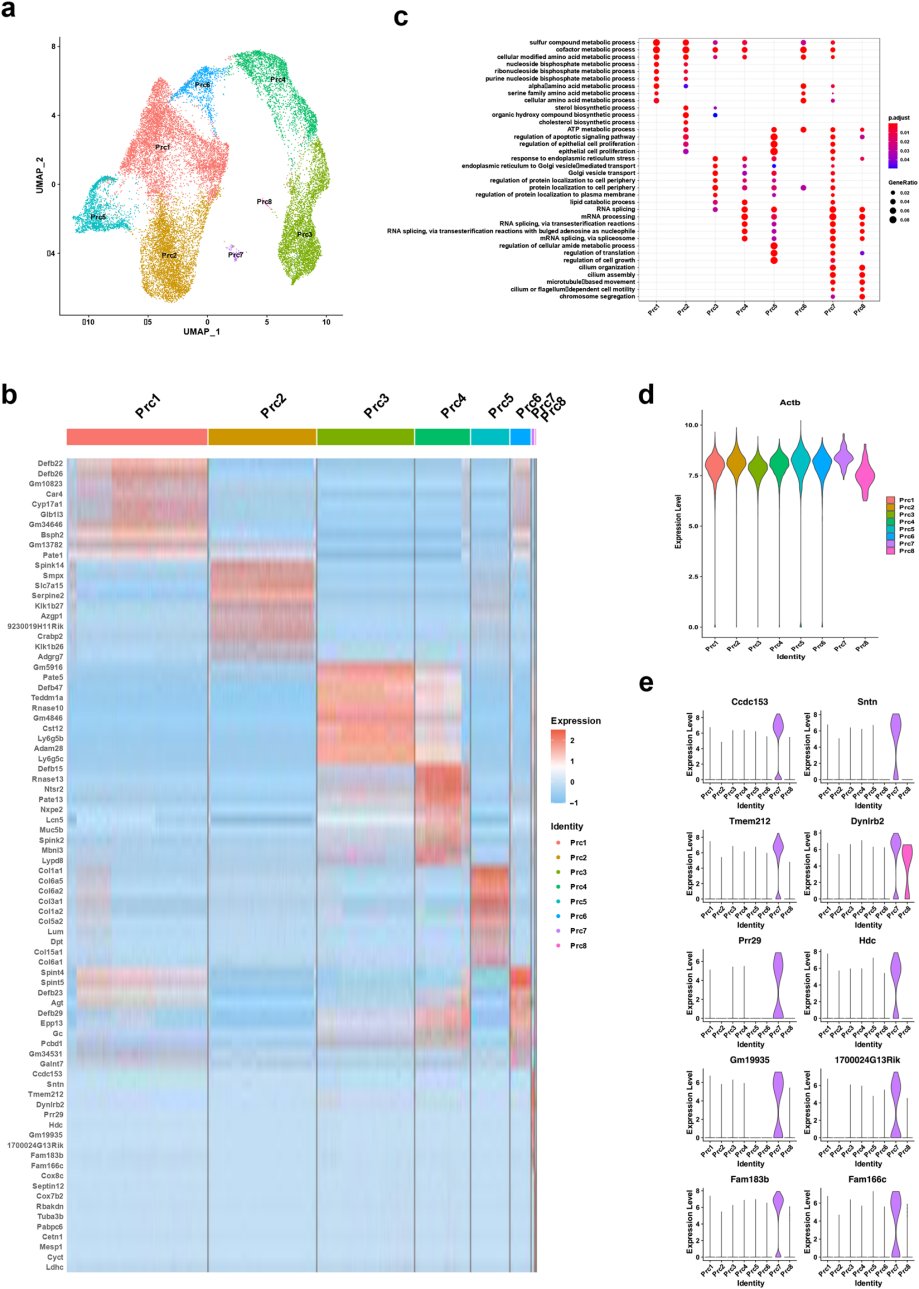
Features of principal cell subpopulations. **a** UMAP representation of the subpopulations of principal cells aligned in the caput, corpus, and cauda. Eight subclusters of principal cells were identified. **b** Heatmap showing the top 10 marker genes for each subpopulation (log1pRPM scaled by row). **c** GO enrichment analysis for the principal subpopulation. **d** Violin plot of actin (Actb) in the principal subpopulation (*y*-axis log1pRPM). The expression level of Actb was the highest in the Prc7 subcluster. **e** Violin plot showing representative marker genes for the principal subpopulation Prc7 (*y*-axis log1pRPM).

In addition to principal cells, the subpopulations of other major epididymal epithelial cells were also examined. In detail, four subtypes of cells were identified in each cluster of basal cells, clear cells, and halo cells (Supplementary Figs. S3–S5). 

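Clustered by themselves, basal cells split into 4 and clear/narrow cells into 3 subpopulations of at least 10 cells, and halo/T cells stayed in 1. Set against the other cells of their population, 1888 basal cells were led by Ly6d, Krt5 and Qrfp, but 1385 by Defb22, Wfdc13 and Bsph2, 490 by a group with Lcn8 and Lcn9, and 394 by Stap1, Smbd1 and Atp6v1g3. Clear/narrow subpopulations of 1338 and 389 cells were led by Defb9 and Ly6f and by Defb47 and Defb18. Subtypes were not set apart from mixed cells or free RNA of other cells. The 550 halo/T cells are the smallest of the 8 populations, spread over 9 libraries, and the other resolutions were not tried for these 3 populations.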

The DEGs and GO term enrichments for each subpopulation of epididymal cell clusters are listed in Supplementary Tables S6 and S7. These results highlight the complex transcriptional regulation patterns in epididymal subpopulations.

To further examine the interactions among the different cell clusters, cell–cell communications were studied using CellTalkDB and SingleCellSignalR. As shown in Supplementary Fig. S6, wide paracrine communications between each pair of cell types were discovered (Supplementary Fig. S6a). Interestingly, nonepithelial cells such as endothelial cells (C6) and macrophages/monocytes (C3) were able to affect epididymal epithelial cells, including principal cells, clear/narrow cells, and basal cells, through several specific genes (Supplementary Fig. S6b–h). In particular, the potential pairs of cells in communication via ligand receptors were deciphered—for example, communication from endothelial cells to clear/narrow cells (Supplementary Fig. S6b), principal cells (Supplementary Fig. S6c), and basal cells (Supplementary Fig. S6d). In addition, macrophages/monocytes were found to influence other cell clusters, such as principal cells (Supplementary Fig. S6e), clear/narrow cells (Supplementary Fig. S6f), and basal cells (Supplementary Fig. S6g). Of note, ligand-receptor pairs, including Ccl5-Ackr1 and Gnai2-Cnr1, were observed in all cell-cell communications between macrophages/monocytes and other cell types. In addition to intercellular communication between nonepithelial cells and epithelial cells, the interplay between basal cells and principal cells via Hsp90b1-Tlr9 and App-Drd3/scrcs1 was also observed (Supplementary Fig. S6h). 

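Ccl5 was highest in halo/T cells (1425 ± 1023 CPM, SD over 9 libraries) and second in macrophages/monocytes (72.0 ± 58.8 CPM), and it lay between 15.9 and 53.1 CPM in the other 6 populations, where expression was not set apart from free RNA of halo/T cells. Its receptor gene Ackr1 was highest in endothelial cells (28.6 ± 31.3 CPM, 135 UMIs), reached 2.29 CPM in myoid cells/fibroblasts (83 UMIs in 77 cells) and was at most 0.509 CPM in principal, clear/narrow and basal cells and macrophages/monocytes. No Ackr1 UMI was found in halo/T cells or sperm. Gnai2 lay between 236 CPM in sperm and 645 ± 273 CPM in endothelial cells, with 420 ± 186 CPM in macrophages/monocytes. Cnr1 was highest in basal cells (3.51 ± 2.12 CPM, 87 UMIs in 4158 cells) and at most 0.877 CPM elsewhere. The levels are means over libraries with no test, and the scores of SingleCellSignalR were not recomputed.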

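Hsp90b1 was abundant in every population, with 1719 ± 577 CPM in principal cells and 1433 ± 289 CPM in basal cells (SD, 9 libraries). Tlr9 gave 10 UMIs in 8 of 20968 principal cells and none in basal cells, and 21 UMIs in 20 of the 3324 macrophages/monocytes. App was highest in clear/narrow cells (3857 ± 1199 CPM), followed by basal cells (2938 ± 991 CPM), and it was at 700 ± 337 CPM in principal cells. Drd3 gave 9 UMIs in principal cells and 4 in basal cells, and Sorcs1 gave 4 and 1. At this depth, the presence of Tlr9, Drd3 and Sorcs1 transcripts in principal cells could not be told from the free RNA of other cells.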

Detailed information on the ligand-receptor interactions for each cell pair is listed in Supplementary Table S8. These results indicate the complex cell-cell interaction among the epididymal epididymis.

### Segment characterization of gene expression and mitochondrial signatures in the epididymis

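Shares of cell populations were compared over the 41300 cells left without erythrocytes, with the segment labels permuted within each pool in an exact two-sided permutation test. This test cannot give a p below 0.0278. Myoid cells/fibroblasts made up 8.31% ± 2.92 of the cells in the caput, 9.46% ± 4.94 in the corpus and 18.0% ± 9.83 in the cauda (SD, n = 3 libraries each). Endothelial cells fell from 4.12% in the caput to 1.54% in the corpus and 0.914% in the cauda (exact permutation p = 0.0556). Mean shares in caput, corpus and cauda were 8.64%, 12.3% and 11.0% for clear/narrow cells, 6.11%, 7.49% and 10.8% for macrophages/monocytes, 9.96%, 7.23% and 12.7% for basal cells, 0.764%, 1.78% and 1.49% for halo/T cells, and 2.26%, 2.81% and 0.891% for sperm. No population passed the threshold after Benjamini-Hochberg adjustment over the 8 populations (smallest adjusted p = 0.222 by the exact permutation test).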

In our analysis, the proportions of cell clusters were similar in the caput, corpus, and cauda epididymis. 

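Principal cells made up 54.9% ± 12.7 of the cells in the caput, 54.3% ± 10.7 in the corpus and 42.4% ± 4.26 in the cauda (SD, n = 3 libraries each), out of all cells but erythrocytes. Over the 9 libraries the mean was 50.5%, with a range from 37.5% to 67.8%. The caput exceeded the cauda by 12.4 percentage points, which was not past the threshold in the exact permutation test within pools (p = 0.0833). Clusters made without centring genes within each library moved this difference most, to 24.8 points, and with the clustering resolution doubled it was 15.0 points (exact permutation p = 0.0278 before adjustment, the smallest it can give). It fell to 7.36 points without P56 replicate 1.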

Consistent with a previous study^2^, the percentage of principal cells was ~60% in the three epididymal regions (Fig. 3a). Intriguingly, the number of segmental differentially expressed genes (DEGs) was consistently higher in the caput epididymal cells (Fig. 3b). It is well known that the expression of epididymal genes shows segment-specific or distally changed patterns in the epididymis^29,30^. 

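A gene was called a segmental DEG where the adjusted p of the F test over the 3 segments was under 0.05 (edgeR's quasi-likelihood test on UMIs summed per library, with Benjamini-Hochberg adjustment) and the log2 fold change between the highest and the lowest segment was at least 1. In principal cells 5604 of 16652 genes tested were called, of which 2375 were highest in the caput, 1693 in the corpus and 1536 in the cauda. Sperm had 2218 called genes, with 1401, 331 and 486 highest in caput, corpus and cauda. Basal cells had 2108 (816, 660 and 632 in the same order), clear/narrow cells 1727 (667, 482 and 578), myoid cells/fibroblasts 1492 (723, 391 and 378), macrophages/monocytes 1442 (713, 332 and 397), halo/T cells 648 (307, 147 and 194) and endothelial cells 618 (280, 142 and 196). The caput had the most genes in all 8 populations, and also in all 89 pairs of a population and a setting of the sum-based tests. The numbers themselves moved widely. Of the alternatives set before the data were examined, the criteria of the study on single cells, with a minimum difference of 2 in log1pRPM in every pool, moved them most and called 1150 genes over the 8 populations before genes called in more than 1 population were removed, 785 of them in the caput, 200 in the corpus and 165 in the cauda. With these genes removed, a step chosen after seeing the data, the caput no longer led everywhere. Basal cells kept 2 genes of the caput and 4 of the cauda, endothelial cells 0 and 1, and halo/T cells none. Without P56 replicate 1 or without P56 replicate 2, 2665 and 3314 genes were called in principal cells. The paper states from the counts in Fig. 3b that the caput has the most segmental DEGs.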

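Many genes with a segmental difference were called in several populations at once. Of the genes called in principal cells, 2745 were called in no other population (1145 highest in the caput, 910 in the corpus and 690 in the cauda), and sperm had 1000 such genes, 843 of them highest in the caput. The number was 174 in clear/narrow cells, 155 in basal cells, 87 in macrophages/monocytes, 62 in myoid cells/fibroblasts, 30 in halo/T cells and 29 in endothelial cells. Of the 29 in endothelial cells, 6 were highest in the caput, 16 in the corpus and 7 in the cauda. The caput thus did not lead there, and its lead in halo/T cells was narrow (11, 9 and 10 in the same order). It led in the remaining populations. Among the genes called in basal cells, 1859 were also called in principal cells, 1732 of them with the same highest segment. Among those of halo/T cells, 589 were shared in this way, 569 with the same highest segment, and only 35 of the genes called in halo/T cells were at 2 or more times their level in principal cells. Sharing was less in sperm, where 1128 genes were shared and 899 had the same highest segment. Of the 2218 genes called in sperm, 1225 (55.2%) were at 2 or more times their level in principal cells. In principal cells the 3 largest differences among called genes that went the same way in every pool were those of Gm13575, Gm44930 and Obp2a, all highest in the caput. Gm13575 had 3285 UMIs in the caput, 3 in the corpus and none in the cauda, at least 801-fold higher in the caput than in the cauda when the cauda is set to 3 counts over the group. Gm44930 had 2289, 0 and 6 UMIs, at least 569-fold higher in the caput than in the corpus on the same floor.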

To further elucidate the segment specificity in the context of gene expression profiles, we compared the DEGs in all cell types along with the three segments, and representative heatmaps are shown in Fig. 3c and Supplementary Fig. S7a. GO enrichment revealed the divergent roles of each cell type (Supplementary Fig. S7b). The representative segmental-specific genes in principal cells are illustrated in Fig. 3d.

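The 8 genes of Fig. 3d were all called in principal cells, over all genes and also when adjusted over the list alone. The study chose these genes on the same libraries, so the second count is not independent evidence. Lcp1, Pemt and Ucp2 were highest in the caput, with 150 ± 33.9, 163 ± 34.8 and 160 ± 28.9 CPM (SD, n = 3 pools), and exceeded the lowest segment by log2 fold changes of 2.98, 4.75 and 3.51 (adjusted p = 3.2e-05, 1.0e-05 and 1.1e-04 by the F test of edgeR). Highest in the corpus were ccdc198 (272 ± 47.9 CPM, log2 fold change 4.18 over the caput), Ramp3 (310 ± 45.1 CPM, 3.74 over the cauda) and Srgn (715 ± 159 CPM, 3.72 over the caput), with adjusted p of 3.8e-04, 3.6e-05 and 0.0014 by the same test. Atf3 rose from 149 ± 124 CPM in the caput to 889 ± 532 CPM in the corpus and 1932 ± 1074 CPM in the cauda (log2 fold change 3.49, adjusted p = 0.037 by edgeR), and Zfp36 from 67.5 ± 48.6 to 254 ± 78.9 CPM (2.01, adjusted p = 0.016). These last 2 genes lost their call when a P56 pool was left out. Atf3 had an adjusted p of 0.251 without P56 replicate 1 and 0.197 without P56 replicate 2, and Zfp36 of 0.151 and 0.0865, by edgeR. Of the genes that the complete sheet of Supplementary Table S5 lists for 7 populations, 99 were called among all genes of their population and 101 when adjusted over the list alone, and 4 and 2 of the list were not. The highest segment was that of the study for every gene of the list. The study selected this list on these libraries too.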

**Fig. 3:**
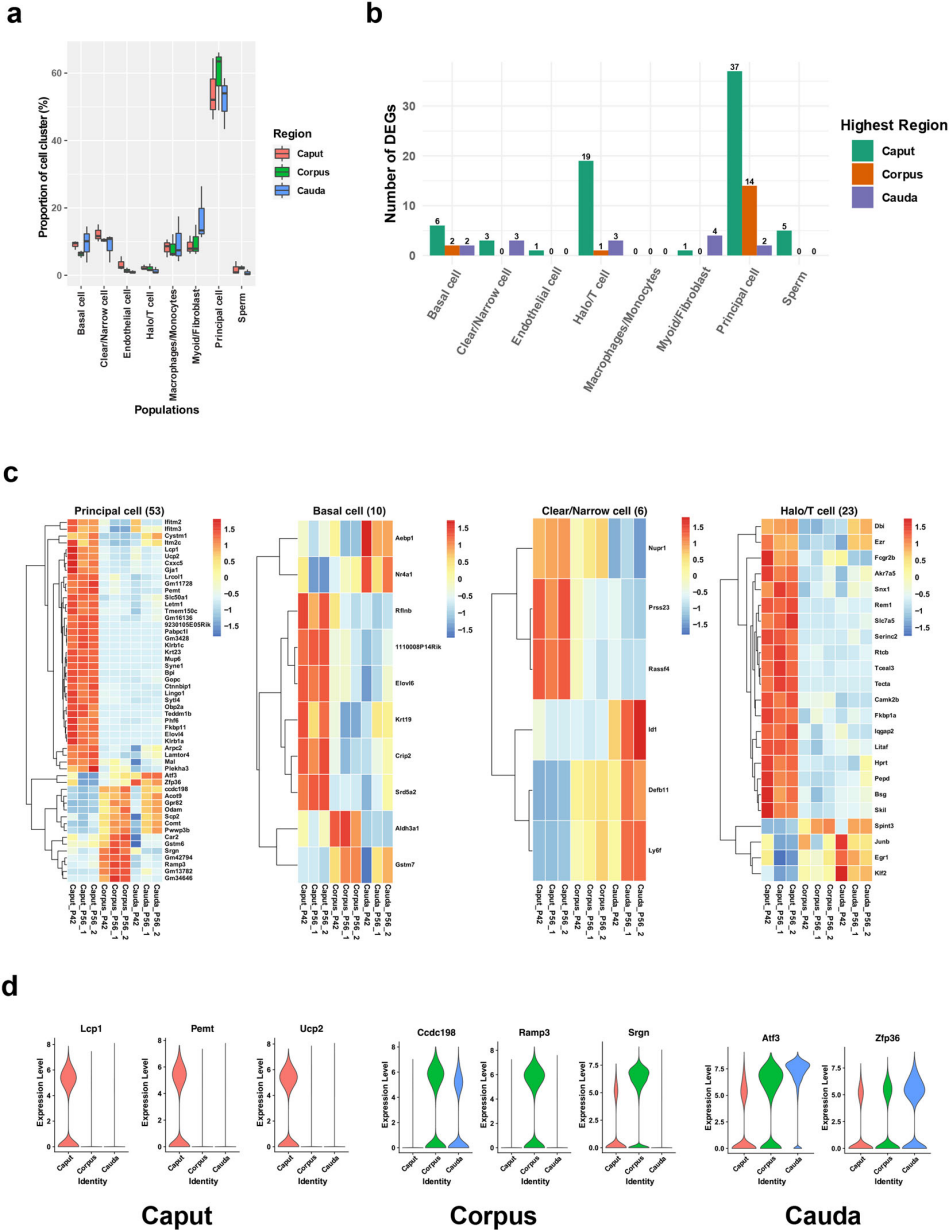
Segmental DEGs of the mouse epididymis. **a** The spatial proportion of each cell cluster is illustrated. **b** The distribution of the number of segmental DEGs in each cell cluster. **c** Heatmaps of DEG comparisons in three epididymal regions from the epididymal epithelial cell clusters (log1pRPM scaled by row). **d** Representative spatially specific DEGs of principal cells in three epididymal segments (*y*-axis log1pRPM).

Unexpectedly, a consistently higher percentage of mitochondrial transcripts (MTs) was observed in the corpus and cauda epididymis than in the caput (Supplementary Fig. S1b, f). 

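For each cell, the percentage of MTs was the UMIs of the mitochondrial genes over all its UMIs other than globin, and it was averaged over the cells of each library. It was 7.44% ± 0.323 in the caput and 16.4% ± 2.52 in the cauda (SD, n = 3 pools). The mean of corpus and cauda exceeded the caput by 11.2 percentage points, averaged over the pools, and the difference was above 0 in 3 of 3 pools. In an exact two-sided permutation test that moved the caput label within pools, p was 0.037, the smallest that its 27 arrangements allow. With any pool left out, the difference lay between 9.86 and 13.0 points, in a design that cannot give a p below 0.111. The setting that moved it most left out the ribosomal RNAs mt-Rnr1 and mt-Rnr2, after which corpus and cauda exceeded the caput by 2.61 points (exact permutation p = 0.0741). The caput stayed lower in 3 of 3 pools, and p rose because the corpus then stood further from the other 2 segments than the caput did. The values per library differed by at most 0.0692 points from those that the paper reports in Supplementary Table S9.

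**Figure D1:**
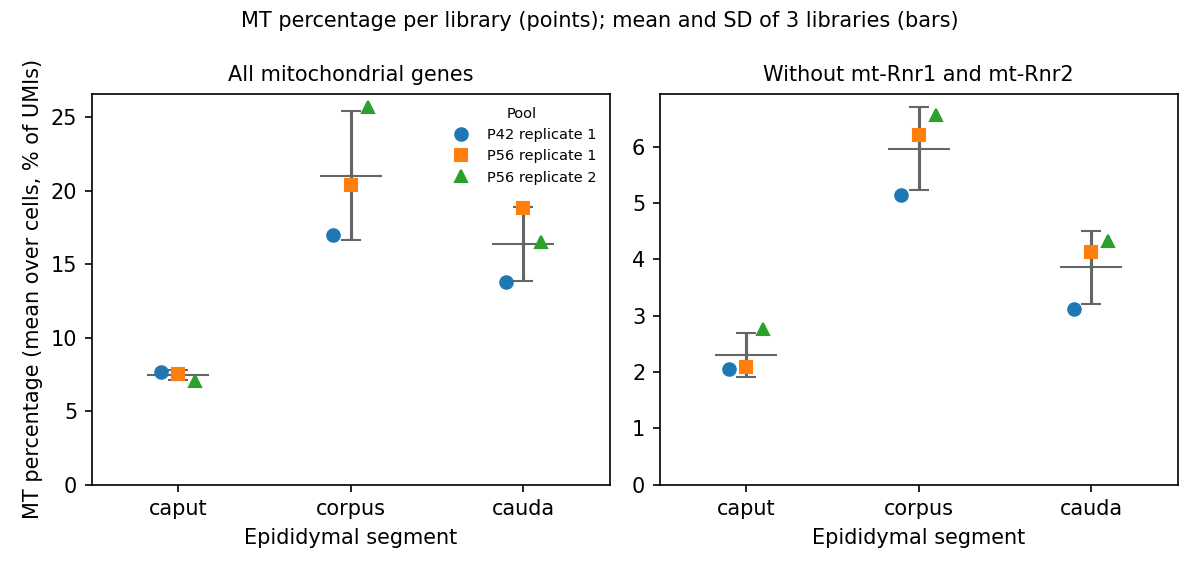
Percentage of mitochondrial UMIs per library (mean over cells) in the caput, corpus and cauda of the 3 pools, with all mitochondrial genes on the left and without mt-Rnr1 and mt-Rnr2 on the right. Points are libraries and bars show the mean ± SD of 3 pools. With all mitochondrial genes, every corpus and cauda library lies above every caput library.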

Based on the P42 epididymis results, an average of 7.7% of UMIs was MTs in the caput segment, while those in the corpus and cauda segments were 17.0% and 13.7%, respectively (Supplementary Table S9). Such higher MT percentages in corpus and cauda segments were reproducibly observed in two replicates of the P56 epididymis, which showed 20.4–25.6% and 16.5–18.8% MTs in the corpus and cauda segments, respectively (Supplementary Table S9). 

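Averaged over cells, MTs were 7.69% of the UMIs in the P42 caput, 17.0% in the P42 corpus and 13.8% in the P42 cauda, over 4066, 4298 and 4476 cells. The median cell was lower, at 6.46%, 14.7% and 10.9%, and so was the share of all UMIs summed per library, at 6.66%, 15.1% and 10.5%. There was 1 library per segment at this age, so these 3 values have no replicate.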

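In the corpus, the mean percentage of MTs was 20.4% in P56 replicate 1 (4663 cells) and 25.7% in P56 replicate 2 (4442 cells). In the cauda it was 18.8% in P56 replicate 1 (4840 cells) and 16.5% in P56 replicate 2 (4841 cells). The replicates of the corpus therefore differed by more than those of the cauda, and both segments were above the caput in both.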

Consistent with observations in the P42 caput epididymis, 7.1–7.5% MTs were found in the caput segment of the P56 epididymis (Supplementary Table S9). Furthermore, MT transcript percentages in four epididymal cell populations (principal cells, basal cells, clear/narrow cells, and halo/T cells) were analyzed, and high MT percentages were observed in the corpus and cauda segments, as well as in the global analysis (Fig. 4a).

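The caput of P56 replicate 1 had a mean of 7.55% over 4819 cells, and that of P56 replicate 2 had 7.07% over 4855 cells.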

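In principal cells, MTs were 6.80% in the caput, 21.9% in the corpus and 18.0% in the cauda (means of 3 pools), a difference of 13.1 points between the mean of corpus and cauda and the caput. Basal cells had 6.82%, 18.3% and 14.7% (9.67 points), clear/narrow cells 13.8%, 25.5% and 21.2% (9.57 points), and halo/T cells 6.90%, 19.9% and 15.5% (10.8 points). Each difference was above 0 in 3 of 3 pools, with an adjusted p of 0.037 over the 4 populations by the exact permutation test within pools, the smallest it can give. Without mt-Rnr1 and mt-Rnr2 the differences were 3.19, 1.77, 2.31 and 2.50 points in principal, basal, clear/narrow and halo/T cells, each above 0 in 3 of 3 pools, with an adjusted p of 0.0741 by the same exact test. Among cells with at least 5000 UMIs they were 10.8, 8.12, 7.92 and 9.08 points. The difference was not limited to these populations. It was 9.09 points in myoid cells/fibroblasts, 9.40 in macrophages/monocytes, 9.69 in endothelial cells and 14.4 in sperm. From the higher percentages in corpus and cauda, the paper turned to stainings of mitochondria and to qPCR of mitochondrial genes. From all of these it concludes that the epithelial cells of these segments have a higher mitochondrial content.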

**Fig. 4:**
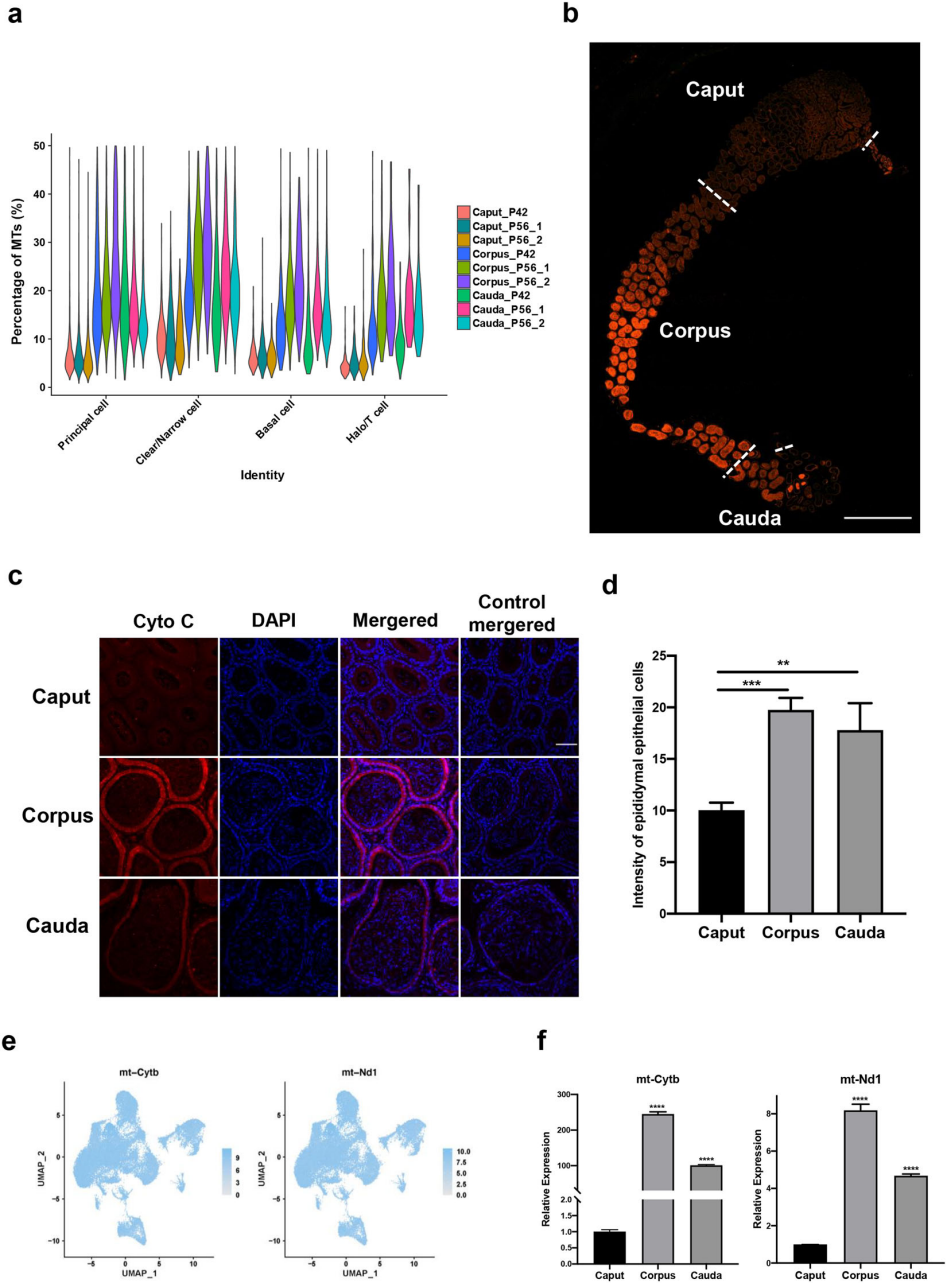
Characterization of the mitochondrial distribution in epididymal regions. **a** The segmental percentage of mitochondrial transcripts (MTs) in epididymal epithelial cell clusters. **b** Stitched image of immunostaining of the mitochondrial marker cytochrome c in the mouse epididymis. Scale bar = 1 mm. **c** Representative images of cytochrome c staining in the caput, corpus and cauda epididymis. Scale bar = 50 µm. Red: cytochrome c (cyto C), Blue: DAPI for nuclear count staining. **d** Corresponding statistics of cytochrome c staining in the segmental epididymis. **P < 0.01; ***P < 0.001. **e** UMAP plots of mitochondrial transcript genes (mt-cytb and mt-Nd1) in the indicated cell clusters (color values were log1pRPM). **f** Representative mitochondrial transcript genes (mt-cytb and mt-Nd1) in sperm-depleted epididymal segments by qPCR analysis. The statistical significance was corpus or cauda *vs.* caput. ****P < 0.00001.

To confirm our scRNA-seq observation, we used mitochondrial tracker staining and immunofluorescence staining to examine the distribution of mitochondria in epididymal epithelial cells. Indeed, either the mitochondrial-specific marker cytochrome c (Figs. 4b–d, and Supplementary Fig. S8b) or mitochondrial tracker staining of CMXRos (Supplementary Fig. S8a and S9) showed a significantly higher mitochondrial number in the corpus and cauda than in the caput epididymis in both P42 and P56 mice. In addition, we validated the mRNA expression levels of selected mitochondrial genes by qPCR. In line with the scRNA-seq results, the mitochondrial genes mt-cytb, mt-ND1-6, mt-Co1, and mt-Rnr1-2 were highly expressed in the corpus and cauda epididymis (Fig. 4e, f, and Supplementary Fig. S10). 

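The counts summed over all cells but erythrocytes were tested for each of the 13 mitochondrial genes with enough UMIs, among 19616 genes in all. Few UMIs were counted for mt-Co2 (17, 30 and 49 in caput, corpus and cauda) and mt-Atp6 (31, 60 and 59 in the same order). All 13 had positive log2 fold changes of both corpus and cauda over caput, with medians of 1.55 and 1.07, while the medians of all genes were 0.02 and 0.02. The F test over the 3 segments called 7 of them among all genes (mt-Co1, mt-Cytb, mt-Nd2, mt-Nd3, mt-Nd4, mt-Nd5 and mt-Nd6), and 11 when adjusted over the list alone. mt-Cytb was 1.32 higher in the corpus on the log2 scale (standard error 0.30, adjusted p = 0.0219 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.63 higher in the cauda (adjusted p = 0.162). For mt-Nd1 the values were 0.92 (adjusted p = 0.0400) and 0.66 (adjusted p = 0.0915) by the same test. mt-Co1 was 1.36 higher in the corpus and 1.05 in the cauda, and mt-Nd2 to mt-Nd6 were 1.41 to 1.87 higher in the corpus. mt-Rnr1 and mt-Rnr2 were 1.65 and 1.72 higher in the corpus and 1.58 and 1.46 higher in the cauda, without passing the F test (adjusted p = 0.0660 and 0.0863 by edgeR). Both passed by DESeq2 (adjusted p = 0.0015 and 1.4e-05) and with TMM factors set to 1 (adjusted p = 0.0368 and 0.0305 by edgeR), an alternative set before the data were examined that called 9 genes. mt-Rnr2 alone took 4.14% of the UMIs in the caput, 12.6% in the corpus and 10.0% in the cauda. The calls rest on the pools. With no block for the pool 1 gene was called, without P42 replicate 1 it was 11, and without either P56 pool none. With all pools kept, DESeq2 called 9.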

A further result of KEGG pathways analysis was enriched in Supplementary Fig. S11.

### Transcriptomic variation in the first wave and adult epididymal sperm

Although sperm are transcriptionally and translationally quiescent in the traditional concept, emerging evidence has shown that sperm have transcriptional potential because of the presence of histone proteins and reverse transcriptase activity in mature spermatozoa^31–33^. By using robust scRNA-seq technology, we compared the transcriptomes of the first-wave sperm (P42) and adult sperm (P56) in the mouse epididymis. We first examined the predominant expression of DEGs in two developmental stages (P42 vs. P56) in the caput, corpus, and cauda segments (Fig. 5a and Supplementary Fig. S12), illustrating the temporal divergence of the epididymis. In particular, the gene expression levels in P42 spermatozoa were higher than those in P56 spermatozoa in the caput epididymis. 

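P56 and P42 libraries of each segment were compared on UMIs summed over principal cells, with the spread taken from the 3 pairs of P56 replicates, and a gene was called at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) with a log2 fold change of at least 1. Of 18107 genes tested, 188 were called in the caput (81 higher and 107 lower at P56), 631 in the corpus (186 higher and 445 lower) and 3765 in the cauda (1420 higher and 2345 lower). The number and even the split by direction moved with the processing. By the criteria of the study, chosen after seeing the data, 50 genes were higher and 12 lower at P56 in the corpus. Clusters made without centring genes within each library gave 110, 355 and 1562 genes, with 1171 of the last higher at P56, and shifted the median of all genes in the cauda to 0.43. DESeq2 called 202 genes in the caput, of which 120 were higher at P56, and edgeR without P56 replicate 1 of the caput called 184, of which 126 were higher. Among the called genes of the caput that changed most were Aldh1l1 (log2 fold change -6.87), Dmrta1 (-5.92) and Gm48856 (4.64). In the corpus, C1qtnf2 and Gpr153 had no UMI in the P56 libraries and were at least 27.0-fold and 19.9-fold lower there, against a floor of 3 counts over the group. Pou3f1 had no UMI in the P42 corpus and was at least 2.35-fold higher at P56. In the cauda, Sprr1a and Sprr2f had no UMI at P42 and were at least 114-fold and 29.3-fold higher at P56 on the same floor. Adam12 went the other way, with 49 UMIs in the P42 cauda and none at P56, at least 131-fold lower. Markers of fibroblasts took 174 of every 10000 UMIs in principal cells of the P42 cauda, against 4.14 and 3.62 in the P56 replicates.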

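In sperm of the caput, 51 of 7751 genes tested were called, 24 higher and 27 lower at P56 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The P42 side of this comparison was 16 sperm in 1 library, and the P56 side 310 sperm in 2 libraries. With P56 replicate 1 or P56 replicate 2 of the caput left out, edgeR called no gene, with 389 and 409 genes at an unadjusted p under 0.05, against 634 in the full comparison. DESeq2 called 31 genes, 10 higher and 21 lower at P56, and clusters made without centring genes within each library gave 17 higher and 7 lower.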

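The lists of genes in Fig. 5b were taken as lists fixed beforehand, although the study chose them on these libraries, so that counts adjusted over the list alone are not independent evidence. Dusp1, Fos, Junb and Sparc, listed for P42 sperm of the caput, changed by log2 fold changes of -2.23, -2.26, -2.34 and -1.94 from P42 to P56, and all 4 were called over all genes and adjusted over the list alone (adjusted p = 3.3e-04, 3.7e-06, 8.8e-06 and 3.2e-04 over all genes by edgeR's quasi-likelihood test). None of the 4 kept its call with either P56 replicate of the caput left out. The 10 genes listed for P42 sperm of the corpus had a median of -2.44, with 10 called either way, and those of the cauda -5.32, with 10 called either way. Col1a1 had the largest changes in both (-4.59 and -6.50). The 10 genes listed for P56 sperm of the corpus had a median of 1.28, led by Gm13341 (2.67). Over all genes 6 of them were called, and 10 when adjusted over the list alone. DESeq2 did not call a further 6 corpus genes, Mgp, Tmsb10, Acbd7, Gm16411, Ndufa1 and Tmed6 (adjusted p from 0.0744 to 0.328). In the cauda, the 10 genes listed for P56 sperm had a median of 2.72, and all 10 were called either way. Spink14 had no UMI in P42 sperm and was at least 28.1-fold higher at P56, against a floor of 3 counts over the group and above the median of the list, and Spink5 and Ceacam10 were 3.50 and 3.21 higher on the log2 scale. The same lists moved the same way in clear/narrow cells, with medians of -1.78, -1.70, 1.44, -4.10 and 3.00 for caput P42, corpus P42, corpus P56, cauda P42 and cauda P56, although these are other cells. From the differences in sperm, the paper proposes that different mechanisms regulate the maturation of first-wave and later sperm.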

The top 10 genes predominantly expressed in P42 or P56 epididymal spermatozoa are plotted in Fig. 5b to illustrate the differences in sperm between the two developmental stages. These differences suggest a differential regulatory mechanism underlying epididymal sperm maturation in the first wave *vs.* the subsequent wave of sperm.

**Fig. 5:**
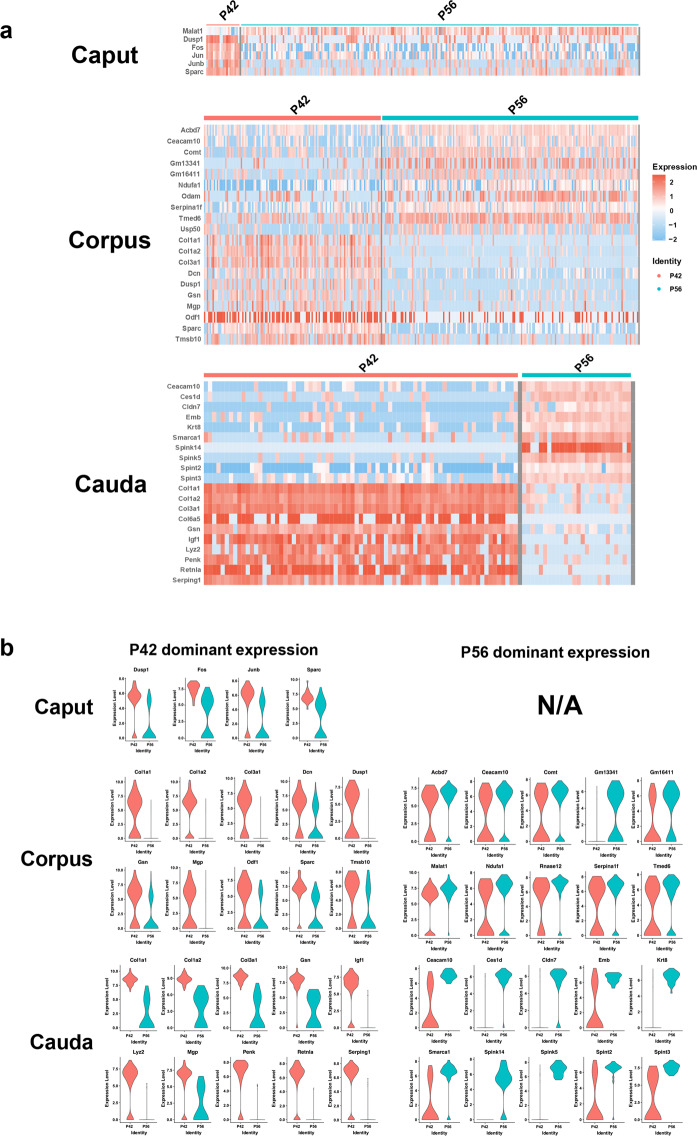
Segmental DEG comparison of first-wave sperm (P42) production and adult sperm (P56). **a** Heatmaps of DEGs for P42 and P56 spermatozoa in the caput, corpus, and cauda epididymis (log1pRPM scaled by row). **b** Violin plots showing segmental expression of spermatozoa DEG genes at different stages. NA: There were no representative DEGs that were highly expressed in P56 sperm compared to P42 sperm in the caput epididymis.

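Ranked by the fitted change, Cst13, Tmem205 and Spint4 came first among the called genes of caput sperm, all higher at P56. For the first 2 this rank rests on a P42 group without UMIs. Cst13 and Tmem205 had no UMI in the P42 sperm and were at least 3.03-fold and 2.42-fold higher at P56, against a floor of 3 counts. Spint4 had 1 UMI at P42, 8.10 CPM, and 149 and 533 CPM in the P56 replicates (log2 fold change 5.41, adjusted p = 3.9e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Spint4 moved the same way in other cells of the caput. It was at 37.1 CPM in macrophages/monocytes at P42, and at 299 and 253 CPM in the P56 replicates. In endothelial cells it was at 21.6 CPM, and at 384 and 169 CPM. Free RNA of principal cells was not set apart from a change in sperm. By the single-cell criteria of the study, applied to the rebuilt clusters, 1 gene was higher and 4 were lower at P56 in caput sperm.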

## Discussion

The mammalian epididymis is composed of convoluted and interconnected regions, each of which contains a complex mosaic of spatially intermixed cells. Accumulating studies have attempted to characterize the cell types in the epididymis based on cell location, morphology, connection, function, and marker gene expression^34–36^. A scRNA-seq dataset from the mouse genital duct was recently reported^37^. While our results are consistent with a previous report on the clustering of general cell types, our study provided an in-depth analysis of biological replicates. Notably, our study also uncovers the segmental distribution of mitochondria and mitochondrial transcripts using a low threshold of mitochondrial reads. Furthermore, we revealed the clustering of epididymal cells with stereocilia and compared the epididymis at different developmental stages. It should be noted that sperm were not depleted from the epididymis in our study. Thus, the scRNA-seq dataset may represent the physiological microenvironments in which sperm continuously transit in the epididymis. Therefore, caution should be taken when comparing the different datasets on the caput and corpus epididymis. Unfortunately, a direct comparison between our data and an available scRNA-seq dataset of human epididymal caput was not feasible since only the proximal epididymis was reported^38^.

Over the past years, we have elucidated the functions of a number of epididymal proteins in rodents to advance the understanding of sperm maturation^39–45^. In this study, we constructed the cell landscape of the mouse epididymis with recognized segment separation^7,46,47^ (Fig. 1a and Supplementary Fig. S1a). In total, we identified eight epididymal cell populations from 40,623 cells. In corroboration with previous studies, we found four known cell types: principal cells (C0), clear/narrow cells (C2), basal cells (C4), and halo cells (T cells) (Fig. 1). These cell types are the main components of the epididymal epithelium. Principal cells are the most abundant cell type in the epididymal epithelium and have multiple functions, including the modulation of proton secretion and thus the luminal pH and the secretion of a plethora of proteins, small RNA, and extracellular vesicles into the epididymal lumen for sperm maturation^2,30^. Compared to the principal cells, the functions of other cell types are less known. Clear/narrow cells were reported to be involved in proton secretion with the expression of H^+^-ATPase^2,48^. Basal cells were proposed to participate in the endocrine or paracrine regulation of principal cells^49^. In addition, recent studies postulate the potential role of basal cells as a stem cell compartment in the epididymis^38,50^. Halo cells (T cells) appear to be one kind of immune cell in the epididymis. Consistent with a recent study^37^, epididymal supporting cells were also identified. These include myoid cells/fibroblasts (C1) for contraction of the myoid to promote sperm movement and form an extracellular environment^2,37,51^, macrophages/monocytes (C3) for immune equilibrium^52^, and endothelial cells (C6) for composing blood and lymph vessels^37^. In addition to epididymal cells, sperm (C7) were also identified because of the whole epididymis dissociation applied in our study.

Similar to other single-cell RNA-seq studies, novel subclusters of cells were also found in principal cells, basal cells, clear/narrow cells, and halo/T cells. Notably, benefitting from the larger number of epididymis single cells profiled, the subpopulation of principal cells with stereocilia was clustered at the gene expression level, which was previously described in histological sections of the epididymis^28,53,54^. The detailed characteristics and roles of Prc7 principal cells warrant further investigation.

Emerging studies have endeavored to elucidate the regulation of region-specific gene expression in the epididymis using various strategies^7,29,55–57^. Region-specific gene expression in the epididymis in mice and humans was also studied by microarray analysis^7,56^. However, these microarray studies were not compared to our dataset, as the original data were not readily available. Nonetheless, our results depicted the cell landscape of each region of the mouse epididymis and provided an in-depth analysis of the gene expression profile of each cell population. Predominantly expressed genes with segment-specific patterns in principal cells were depicted, and some of the genes were consistent with previous studies. For example, Defb41, which was enriched in caput principal cells, was found to affect sperm motility and zona pellucida binding^58^. 

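Defb41 had 3834 ± 761 CPM in principal cells of the caput, 11.9 ± 8.21 CPM in the corpus and 3.77 ± 2.47 CPM in the cauda (SD, n = 3 pools), a log2 fold change of 10.14 between caput and cauda (adjusted p = 1.3e-05 by the F test of edgeR). Over the alternatives it stayed between 9.82 and 10.78. Defb41 UMIs were also counted in other cells of the caput, with 3382 CPM in macrophages/monocytes and 2444 CPM in endothelial cells, so that free RNA of principal cells cannot be set apart from expression there.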

Our results, together with previous findings, demonstrated not only the potential involvement of segment-specific genes in sperm functions but also critical cell-specific regulation primarily by principal cells during sperm maturation. In addition, the involvement of segment-distributed genes in different cell clusters, such as Spint4 and Lcns, in sperm maturation warrants further investigation.

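Spint4 was highest in the corpus in principal cells, with 4080 ± 2061 CPM against 422 ± 349 CPM in the caput and 7.24 ± 2.79 CPM in the cauda (SD, n = 3 pools), and the log2 fold change from cauda to corpus was 9.09 (adjusted p = 2.4e-04 by the F test of edgeR). It was highest in the corpus in the other 7 populations too, between 1115 CPM in clear/narrow cells and 2847 CPM in sperm. Most Lcn genes were highest in the caput. In principal cells the log2 fold change between caput and the lowest segment was 5.73 for Lcn2, 9.36 for Lcn5, 10.21 for Lcn6, 10.04 for Lcn8, 9.79 for Lcn9 and 10.39 for Lcn10, all called, and Lcn8 and Lcn9 reached 16115 and 16940 CPM. Lcn3 had 56 UMIs in the caput and none elsewhere, at least 13.9-fold higher against a floor of 3 counts over the group, and Lcn12 was highest in the cauda, 1.98 above the corpus on the log2 scale (adjusted p = 0.0042 by edgeR). Without P56 replicate 1, Lcn3 and Lcn12 lost their call (adjusted p = 0.0824 and 0.0821 by edgeR). Lcn11 had 7, 3 and 5 UMIs in caput, corpus and cauda and was not tested. Lcn8 was counted at 16843 CPM in halo/T cells and at 16276 CPM in macrophages/monocytes of the caput, as high as in principal cells.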

Another important finding of this study is the high mitochondrial content in the epididymal epithelial cells of the corpus and cauda compared to the caput epididymis (Fig. 4). Mitochondria, which are a very important and abundant organelle type in the cytoplasm, are involved in various processes, such as generating adenosine triphosphate (ATP), establishing developmental competence, maintaining calcium homeostasis, and regulating apoptosis^59^. It is well known that mitochondria are critical for oocyte maturation, fertilization, and embryonic development^60,61^. In the male reproductive tract, mitochondria are involved in the regulation of spermatogenesis, sperm production, and multiple sperm functions^62,63^. Although mitochondria-rich apical cells are found in the caput epididymis^13^, few studies on mitochondrial distributions and functions of epididymal epithelial cells have been reported. In contrast with previous studies, we for the first time found that both the abundance of mitochondria and the percentage of MTs in epididymal epithelial cells were significantly increased in the corpus and cauda regions compared to the caput region of the epididymis. 

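Over the 3 pools, the corpus had a mean percentage of MTs of 21.0% ± 4.38 (SD, n = 3). With mt-Rnr1 and mt-Rnr2 left out, it was 5.96% ± 0.738 in the corpus, 3.85% ± 0.653 in the cauda and 2.30% ± 0.395 in the caput.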

Of note, the percentage of MTs in the corpus epididymis reached 21%. Although a high percentage of MTs is considered an indicator of cell stress or cell death^64^, the amount of MTs varies in different tissue types, including the heart, kidney, and brain^65–67^. A recent study demonstrated that tissues including the heart, adrenal gland, and liver have higher percentages of mitochondrial RNA levels (>20%) than those of other tissues (<5%, the epididymis was not examined)^65^. In the mouse testis, the percentage of mitochondria-encoded RNAs was found to be approximately 10% in Sertoli cells^18^. Similarly, the high mitochondrial number and MT% in the epididymis may be required to provide sufficient energy for the synthesis and secretion of thousands of molecules that are required for various sperm functions.

Another aspect of our scRNA-seq analyses may illustrate the differences in the developmental time points of the epididymis and its spermatozoa. In this study, we compared the DEGs between P42 and P56 epididymal cells that cover the first-wave and adult sperm in the epididymis. We found the predominant time expression patterns in the epididymal cells along the three regions of the epididymis. Although the study demonstrated a normal fertilization capacity of sperm derived from the P42 epididymis, the analysis of our dataset suggests divergent expression profiles in both epididymal cells and sperm between the two different developmental time points.

Finally, emerging investigations have reported the possible mechanisms between the epididymal environment and sperm maturation by comparing the sperm proteome^68–70^ and sperm small RNAs^71^ from the caput to cauda. However, few studies have focused on the mRNA of spermatozoa. Xiaoxia et al. summarized recent studies on the transcripts of sperm during post-meiotic spermatids, sperm motility, sperm capacitation, and cryopreservation^72^. In line with the time-specific expression of genes in epididymal epithelial cells, we uncovered the transcript differences of sperm in P42 and P56 spermatozoa in the epididymis at the single-cell level. As expected, we also found a time-predominant expression profile when comparing P42 spermatozoa with P56 spermatozoa. 

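In sperm of the corpus, 338 genes were called between the ages, 56 of them higher and 282 lower at P56, and in the cauda 924, with 239 higher and 685 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These comparisons rest on 138 and 238 sperm of the corpus, and on 78 and 45 sperm of the cauda, at P42 and P56, respectively. DESeq2 called 53 and 375 genes in corpus and cauda, of which 11 and 85 were higher at P56. Without P56 replicate 2 of the segment, edgeR called 106 and 161 genes, and without P56 replicate 1 of the segment 184 and 843. By the criteria of the study on single cells, 36 genes in the corpus and 286 in the cauda were higher at P56, and 42 and 33 were lower, so the balance in the cauda was the opposite of that by edgeR. A difference between the segments in the number of genes was not itself tested.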

Interestingly, the highly expressed genes of P56 spermatozoa mainly existed in the corpus and cauda segments, suggesting that the regulation of transcripts in caput spermatozoa was completed at the P42 epididymis. Notably, the expression of Col3a1 was higher in P42 spermatozoa than in P56 spermatozoa through the three regions of the epididymis. 

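Col3a1 was at 138 CPM in P42 sperm of the caput and at 26.8 and 10.3 CPM in the P56 replicates, a log2 fold change of -3.25 (standard error 0.61, adjusted p = 1.4e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the corpus it was at 742 CPM against 58.7 and 35.7 CPM (-4.01, adjusted p = 1.5e-17 by the same test), and in the cauda at 6762 CPM against 109 and 139 CPM (-5.70, adjusted p = 6.0e-32). The P42 caput value rests on 17 UMIs, and the call in the caput was lost with either P56 replicate left out. Col3a1, a collagen gene and marker of fibroblasts, changed in the same direction in other cells. Its log2 fold change was -2.74, -3.98 and -5.50 in principal cells and -3.00, -3.41 and -4.36 in clear/narrow cells of caput, corpus and cauda.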

James et al. demonstrated that Col3a1 was differentially distributed from caput to cauda epididymal epithelial cells^73^. The role of high Col3a1 transcripts in first-wave (P42) spermatozoa needs to be further elucidated. Collectively, our single-cell dataset deciphers the discrepancies between the transcripts of first-wave and adult spermatozoa in the epididymis, although testicular factors cannot be excluded at the current stage.

Taken together, our data provide an indispensable resource at a single-cell resolution for a comprehensive cell atlas and spatio-temporal profile of the epididymis. The present results also demonstrated the elevated mitochondrial level of epididymal epithelial cells in the corpus and cauda epididymis and its potential involvement during sperm maturation. Our study has shed light on the understanding of normal epididymis functionalities and the cellular mechanisms of epididymis diseases that cause male infertility.

## Materials and Methods

### Animals and epididymis sample collection

Sample collection was carried out under license in accordance with the Guidelines for Care and Use of Laboratory Animals of China, and all protocols were approved by the Institutional Review Board of Nantong University. Five 42-day-old (P42) and ten 56-day-old (P56) C57BL/6J mice were used in this study. After sacrificing the mice, the epididymis was dissected and divided into three regions (caput, corpus, and cauda) as previously described^7,74^. Briefly, the mice were sacrificed by anesthetized cervical dislocation, and the epididymis was quickly isolated and placed in a petri dish with ice-cold saline. Epididymal fat was carefully removed, and the sample was separated into caput, corpus, and cauda regions under a dissecting microscope. The different segments of each epididymis were immediately transferred into GEXSCOPE^TM^ Tissue Preservation Solution (Singleron Biotechnologies) in Eppendorf tubes labeled EP (caput), EO (Corpus), and ED (cauda) on ice. The procedure was repeated in five mice until all segments were collected in each tube. Two replicates for each pooled segment of the P56 epididymis were prepared. The pooled segments were further processed following the procedure of tissue dissociation and single-cell preparation.

### Tissue dissociation and single-cell suspension preparation

Prior to tissue dissociation, the specimens were washed with Hanks balanced salt solution (HBSS) three times and minced into 1–2 mm pieces. The tissue pieces were digested in 2 mL GEXSCOPE^TM^ Tissue Dissociation Solution (Singleron Biotechnologies) at 37 °C for 15 min in a 15 mL centrifuge tube with continuous agitation. Following digestion, a 40-micron sterile strainer (Corning) was used to separate cells from cell debris and other impurities. The cells were centrifuged at 1000 rpm and 4 °C for 5 min, and the cell pellet was resuspended in 1 mL PBS (HyClone). To remove red blood cells, 2 mL GEXSCOPE^TM^ Red Blood Cell Lysis Buffer (Singleron Biotechnologies) was added to the cell suspension and incubated at 25 °C for 10 min. The mixture was then centrifuged at 1000 rpm for 5 min, and the cell pellet was resuspended in PBS. Cells were counted with a TC20 automated cell counter (Bio-Rad).

### scRNA sequencing library preparation

The concentration of the single-cell suspension was adjusted to 1 × 10^5^ cells/mL in PBS. A single-cell suspension was then loaded onto a microfluidic chip^75^ (part of the Singleron GEXSCOPE^TM^ Single Cell RNA-seq Kit, Singleron Biotechnologies), and single-cell RNA-seq libraries were constructed according to the manufacturer’s instructions (Singleron Biotechnologies). Briefly, a single cell suspension was loaded onto the microchip to partition single cells into individual wells on the chip. Cell barcoding beads were then loaded into the microchip and washed. Afterward, 100 μL of single-cell lysis buffer was added to the chip to lyse cells and capture mRNAs at room temperature for 20 min. The beads, together with the captured RNAs, were flushed out of the microchip and used for subsequent reverse transcription, cDNA amplification, and library construction. After size selection and purification, the scRNA-seq libraries were sequenced on an Illumina HiSeq ×10 instrument with 150-bp paired-end reads.

### scRNA-seq alignment and UMI calculation

The raw sequencing data were preprocessed before analysis via the following procedures: data preprocessing, cell barcode extraction, genomic read alignment, and unique molecular identifier (UMI) counting. In detail, first, reads with low sequencing qualities were filtered, and the sequencing adapters were trimmed by Fastp^76^ software (fastp 0.19.5) using the default settings. Then, umi_tools^77^ was used to identify and extract cell barcodes with the settings of a cell number of 5000 and an error correction threshold of 2. Next, STAR genomic mapper was applied to map the extracted reads to the mouse Gencode genome (GRCm38.primary_assembly.genome.fa, version M18). FeatureCounts was used to assign exon-level reads based on Gencode gene annotation (gencode.vM25.primary_assembly.annotation.gtf, version M25). Furthermore, the UMIs for each gene were counted by umi_tools with an editing distance threshold of 1.

### scRNA-seq cell analyses

Single-cell analyses were mainly performed with Seurat 3.0^78^, which included cell/gene selection, variance regression, data normalization, multiple sample integration, cell clustering, cluster-level marker gene finding, and data visualization. Three levels of analyses were carried out sequentially: the first was on the whole cells extracted by umi_tools, the second was on the cells excluding red blood cells, and the third was on the subpopulations based on the second-level analyses. In the first-level analyses, only the genes with UMIs larger than 0 in at least three cells were retained, and the remaining cells contained between 300 and 4000 detected genes. The normalization of the expression data for cell clustering was performed by sctransform (SCT) algorithms (https://github.com/ChristophH/sctransform), and 3000 genes were selected for multiple sample integrations based on the ranking scores of the SelectIntegrationFeatures function in Seurat. Before the integration of multiple datasets, several variables (percentage of mitochondria, number of detected genes, number of detected UMIs, and cell cycle scores) were selected for the second nonregularized linear regression. Cell cycle scores were calculated by the CellCycleScoring method in Seurat, which relied on the expression of genes associated with the S phase and G2M phase. The uniform manifold approximation and projection (UMAP) technique was used for high-dimensional gene expression data dimensional reduction, and the shared nearest neighbor (SNN) algorithm was applied for cell clustering. Fifty principal components were extracted for dimensional reduction and cell clustering.

In the second-level analyses, the red blood cells based on the annotation from the first-level analyses were removed from further analyses, and five globin genes (Hba-a1, Hba-a2, Hba-ps4, Hbb-bs, and Hbb-bt) were also removed to avoid contamination. Similar procedures to those used in the first-level analyses were applied. To find conserved cluster-level marker genes, for each sample, the target cluster was compared to other clusters by the Wilcoxon rank-sum test. The *P* values were adjusted for multiple comparisons by Bonferroni correction. The maximal adjusted *P* values for each gene in each cluster among all samples were extracted as the combined adjusted *P* value, and the conserved cluster-level marker genes among different samples were defined as the genes with a combined *P* value less than 0.05.

In the third-level analyses, the four major epididymal cell types (principal cells, basal cells, clear/narrow cells, and halo/T cells) found in the second-level analyses were further independently analyzed. Similar to the first two levels, the same four variables (percentage of mitochondria, number of detected genes, number of detected UMIs, and cell cycle scores) were regressed based on the values calculated for each subpopulation. A higher clustering resolution (0.1 compared to 0.05 for the first two levels of analyses) was chosen for SNN cell clustering.

For visualization, the raw UMI was normalized to reads per million (RPM) and then scaled by the natural logarithm by adding 1 to each to avoid inputs with a value of 0. This normalized and scaled value was named log1pRPM for brevity.

### Cell type annotation

Epididymal cell-type annotation was based on known epididymal cell marker genes that we collected from previously published studies. The average expression level of each cell cluster was calculated based on log1pRPM. Twenty-six known epididymal cell marker genes were collected based on previous studies (Supplementary Table S1), and the average log1pRPM was examined for each cell cluster of those marker genes.

### Epididymis segmentally DEGs

First, segmental-differential (difference among caput, corpus, and cauda segments) analysis (segmental DEGs) was carried out on each cell cluster in each sample. In detail, the nonparametric Kruskal-Wallis test was used to calculate the *P* values of the segmental difference. The *P* values were further adjusted by Bonferroni correction for multiple comparisons. For each sample, the proportion of cells expressed in each cluster of each segment was calculated, and then the sample-level minimal and segmental-highest proportion was required to be larger than 25% for significant segmental DEGs. The fold change was calculated as the log1pRPM difference between the segment with the highest average expression level and the segment with the lowest average expression level (foldchange = log1pRPM_high-log1pRPM_low = log((1 + RPM_high)/(1 + RPM_low)), and the sample-level minimal fold change was required to be larger than 2 for significant segmental DEGs. Then, the sample-level maximal Bonferroni-adjusted *P* value was set to be less than 0.05 for significant segmental DEGs. Finally, only segmental DEGs that were specifically differentially expressed in one population were retained as final epididymis segmental DEGs.

### Epididymis age-related differentially expressed genes

Similar to segmental DEG analysis, in age-related DEG analysis, a nonparametric Kruskal-Wallis test was applied to test the differential expression between the cells from 56-day-old mice and 42-day-old mice for each cell cluster. For significant age-related DEG selection, the maximal percentage of cells detected in either age group should be larger than 50%, the log1pRPM difference between the two groups should be larger than 1, and the adjusted *P* value should be less than 0.01.

### Gene enrichment analyses

For each subpopulation of epididymis or epididymal principal cells, the subpopulation (or cell cluster)-specific marker genes were selected for gene enrichment analyses, and the analyses were performed by clusterProfiler^79^. Benjamini-Hochberg *P* value adjustment was applied to multiple testing, and GO terms with enrichment adjusted *P* values less than 0.05 were selected. To study the pathways of corpus cauda-enriched mitochondrial genes, the gene names were first converted to NCBI Entrez ID and then submitted to the DAVID online tool (https://david.ncifcrf.gov)^80^.

### Ligand-receptor-based cell-cell communication study

Mouse ligand-receptor interaction information was based on the annotation from CellTalkDB^81^, and the SingleCellSignalR^82^ packages were used for paracrine intercellular network analysis. The default database in SingleCellSignalR was replaced by CellTalkDB using the R package provided by CellTalkDB (scsrctdb-1.0.tar.gz, https://github.com/ZJUFanLab/CellTalkDB).

### Mitochondrion staining

After dissection, the epididymis was fixed in 4% paraformaldehyde (Sangon, Shanghai, China) for 1 h at room temperature. The PFA was removed, and the fixed epididymis was washed in PBS for 30 min at room temperature. The tissues were gradient dehydrated in 5%, 10%, and 30% sucrose solutions (Sangon, Shanghai, China) overnight at 4 °C. The epididymis was embedded in optimum cutting temperature compound (O.C.T., Tissue-Tek® oct compound, Sakura, USA) and frozen in liquid nitrogen. Sections were microtomed on a Leica CM1950 clinical cryostat (Leica Biosystems, Australia) at 8 μm thickness and collected onto adhesion microscope slides (Citotest, Nantong, China). Tissue sections were heat-fixed to slides at 60 °C for at least 1 h, and slides were stored at −20 °C. For mitochondrial staining, the staining solution of MitoTracker® Red CMXRos (Thermo Fisher Scientific Inc., M7512) was prepared from a 1 mM stock (dissolved in DMSO; Sigma-Aldrich, USA), which was diluted in sterile PBS to a final concentration of 70 nM. The frozen sections were thawed at room temperature for 30 min and permeabilized with 0.1% Triton X-100 (Sangon, Shanghai, China) in PBS for 30 min at room temperature. The slides were fully submerged in the staining solution and incubated at room temperature with gentle agitation provided by a shaker for 30 min. The staining solution was aspirated, and the slides were then washed for 5 min in PBS. DAPI staining (2 mg/mL in PBS; Thermo Fisher Scientific Inc., 62247) was performed for 5 min, followed by a 5-min wash in PBST. Finally, the sections were mounted in ProLong™ Gold Antifade Mounting medium (Molecular Probes) and then stitched by an imaging reader (Cytation 1, BioTek). High-magnification images were acquired with a confocal microscope (Leica TCSSP8, Leica). The corresponding statistical data were analyzed with Fiji developed from ImageJ^83^ with gating for cell size and epididymal tube shape to exclude the signals from spermatozoa and nonspecific staining.

### Immunofluorescence

The epididymides were dissected and fixed for at least 24 h by immersion in 4% paraformaldehyde (Sangon, Shanghai, China). The fixed tissues were then processed for paraffin embedding after tissue processing. Then, 5 μm-thick sections were cut from each epididymis, and immunofluorescence analysis was performed. Sections were blocked with blocking solution (5% donkey serum and 0.1% Triton X-100 in 2% BSA) for 60 min at room temperature after antigen retrieval (10 mM sodium citrate buffer, pH 6.0 for 15 min). The specimen was covered with diluted rabbit anti-cytochrome c antibody (1:100, Cell Signaling Technology, 11940S) overnight at 4 °C. Normal rabbit IgG was used as a negative control. After removing the primary antibody and washing three times (5 min each) with PBST, the secondary antibody (Alexa Fluor 568-conjugated donkey anti-rabbit IgG (H + L) highly cross-adsorbed secondary antibody, Invitrogen, 1:500) was added for 1 h at room temperature. The nuclei were stained with DAPI solution (2 mg/mL in PBS; Thermo Fisher Scientific Inc., 62247) for 5 min. All slides were mounted with ProLong™ Gold Antifade Mountant (Molecular Probes) and then analyzed by an imaging reader (Cytation 1, BioTek) and confocal microscopy (Leica TCSSP8, Leica). The corresponding statistical data were analyzed with Fiji with gating for cell size and epididymal tube shape to exclude the signals from spermatozoa and nonspecific staining.

### RNA preparation and real-time PCR of the epididymal segments

To validate the expression of mitochondrial genes in epididymal cells, sperm-depleted dissection of the epididymis was performed according to the previous description^37^. Of note, the epididymis segment (caput, corpus, and cauda) separation followed the conventional illustration^7,84^. The isolated sperm-depleted epididymal segments were stored at −80 °C for subsequent RNA extraction.

The total RNA was extracted by TRIzol (Sigma, USA), and 2 µg of RNA was reverse-transcribed by the PrimeScript^TM^ RT reagent Kit with gDNA Eraser (TaKaRa, Japan) according to the manufacturer’s instructions. Real-time PCR with a standard program was performed on a Roche LightCycler 96 real-time fluorescence quantitative PCR instrument (Roche) using ChamQTMSYBR® qPCR Master Mix (Vazyme, Nanjing, China). All genes in each sample were investigated three times, and data processing was performed based on the ΔΔCt method^85^. The mitochondrial genes and sequences of the primers are provided in Supplementary Table S2. Statistical significance for comparison was determined using one-way ANOVA with post hoc analysis. Values of *P* < 0.05 were considered significant.

## Supplementary information

Supplementary Information

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

Supplementary Table S8

Supplementary Table S9

Supplementary Table S10

## Data Availability

The raw data files of scRNA-seq were deposited in the Gene Expression Omnibus under accession number GSE159713. R code files for the main steps of the analysis are available upon reasonable request. The custom R code used is available at https://github.com/gangcai/mouseEpididymis

# Supplementary material for: Spatio-temporal landscape of mouse epididymal cells and specific mitochondria-rich segments defined by large-scale single-cell RNA-seq
**Source:** Cell Discov. 2021 May 18;7:34. doi: 10.1038/s41421-021-00260-7
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary information**

Supplementary Figures S1-S12

Supplementary Tables S1-S10

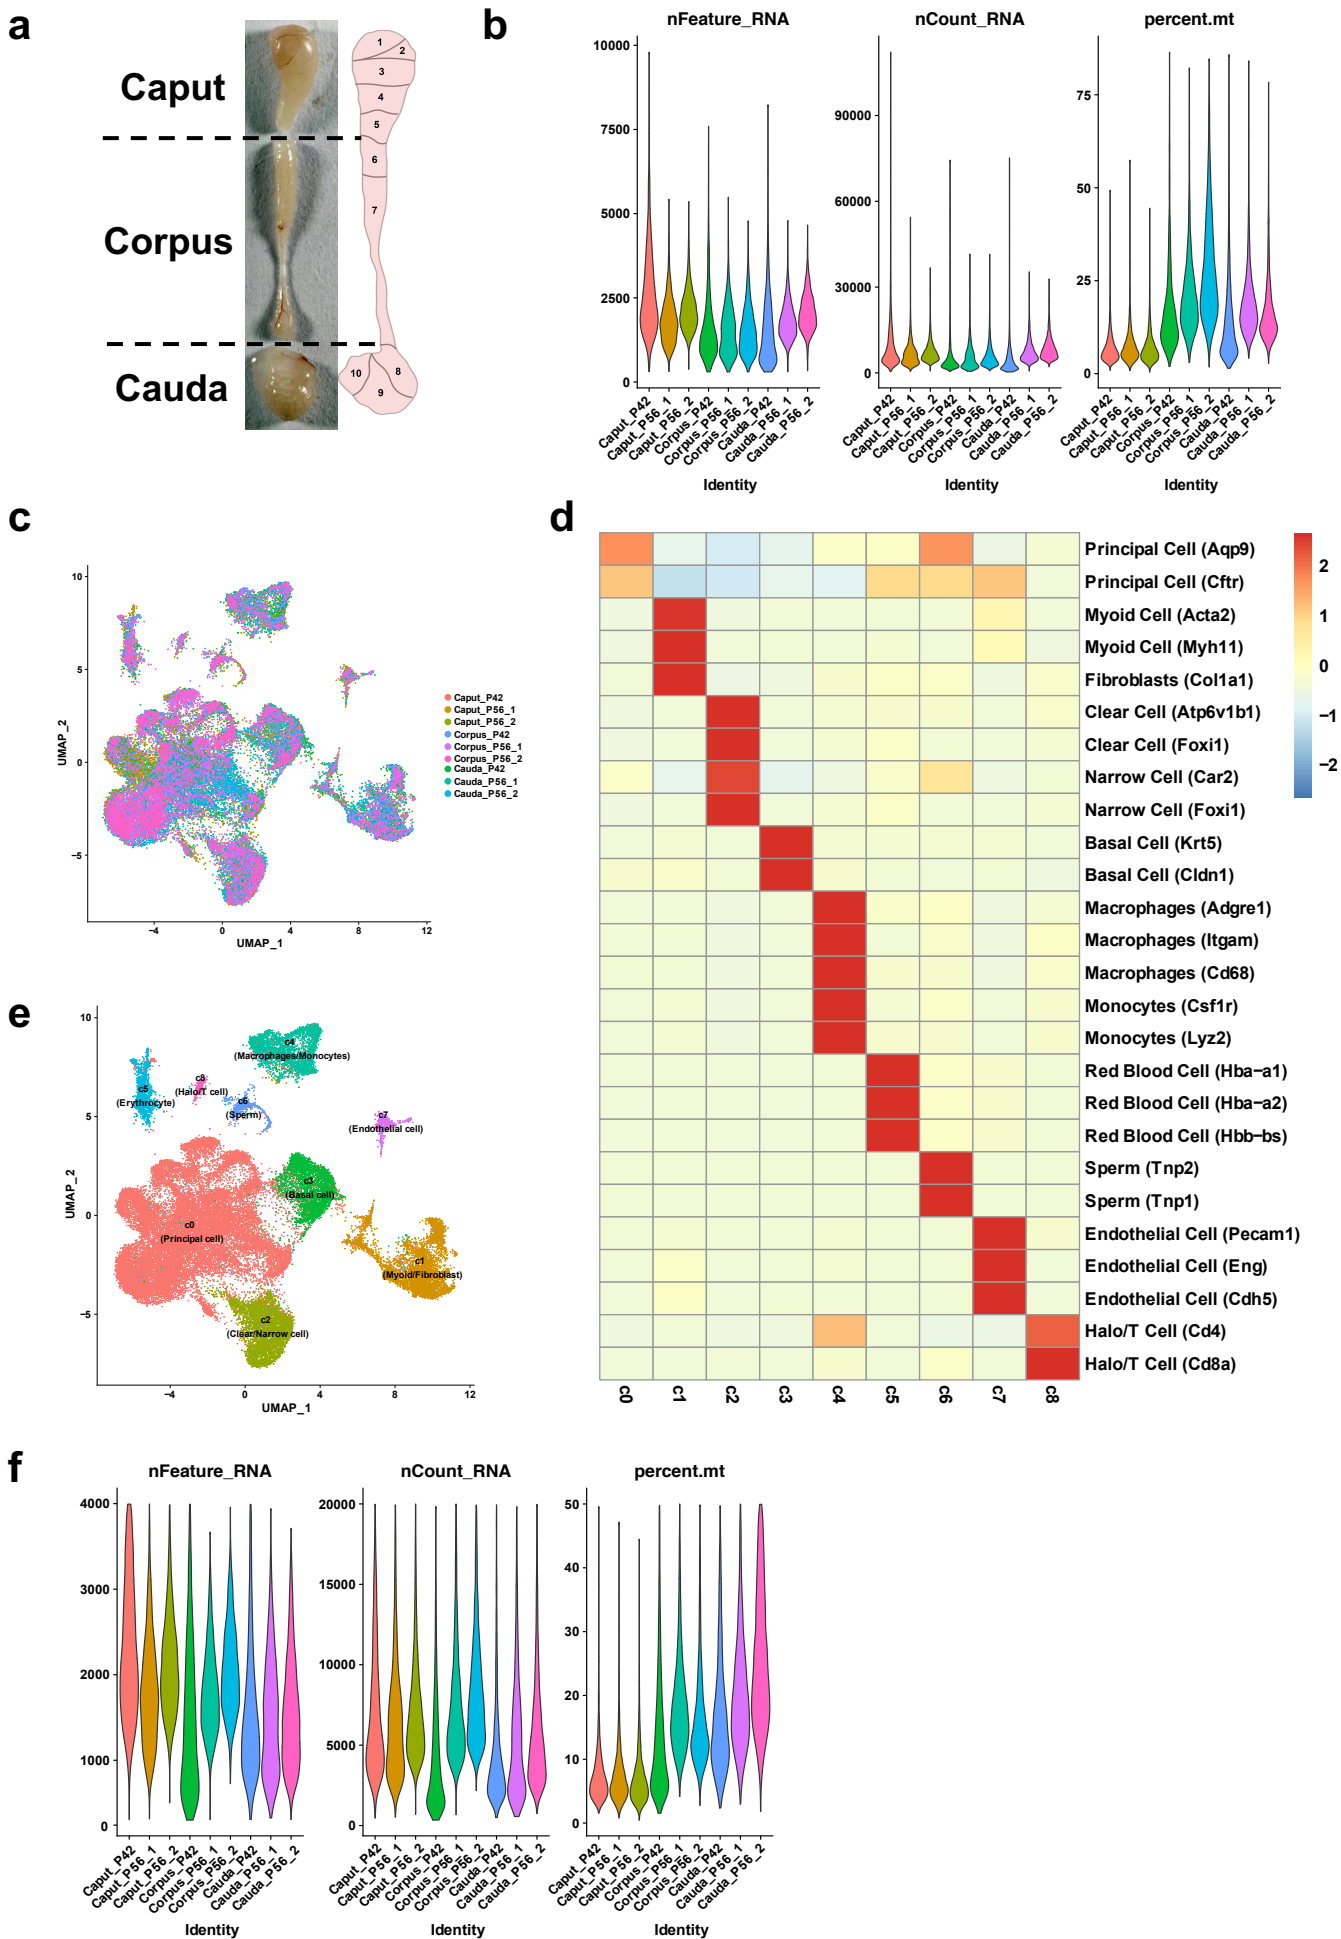

**Supplementary Fig. S1 Sample collection and quality control (QC) for the scRNA-seq datasets.** **a** Representative image of dissected mouse epididymis with the caput, corpus and cauda regions. Left: dissected epididymis tissue from a mouse. Right: Conventional segment definition of the mouse epididymis according to the literature. **b** Distribution of the number of genes detected, number of UMIs and percentage of mitochondria (before cell filtering). **c** UMAP visualization of aligned samples. **d** Cell annotation of each epididymal cell population based on cell type-specific marker genes from the literature (log1pRPM values are centred and scaled by row). **e** UMAP visualization of the nine cell clusters identified in the epididymis, including erythrocytes. **f** Distribution of the number of genes detected, number of UMIs and percentage of mitochondria (after cell filtering).

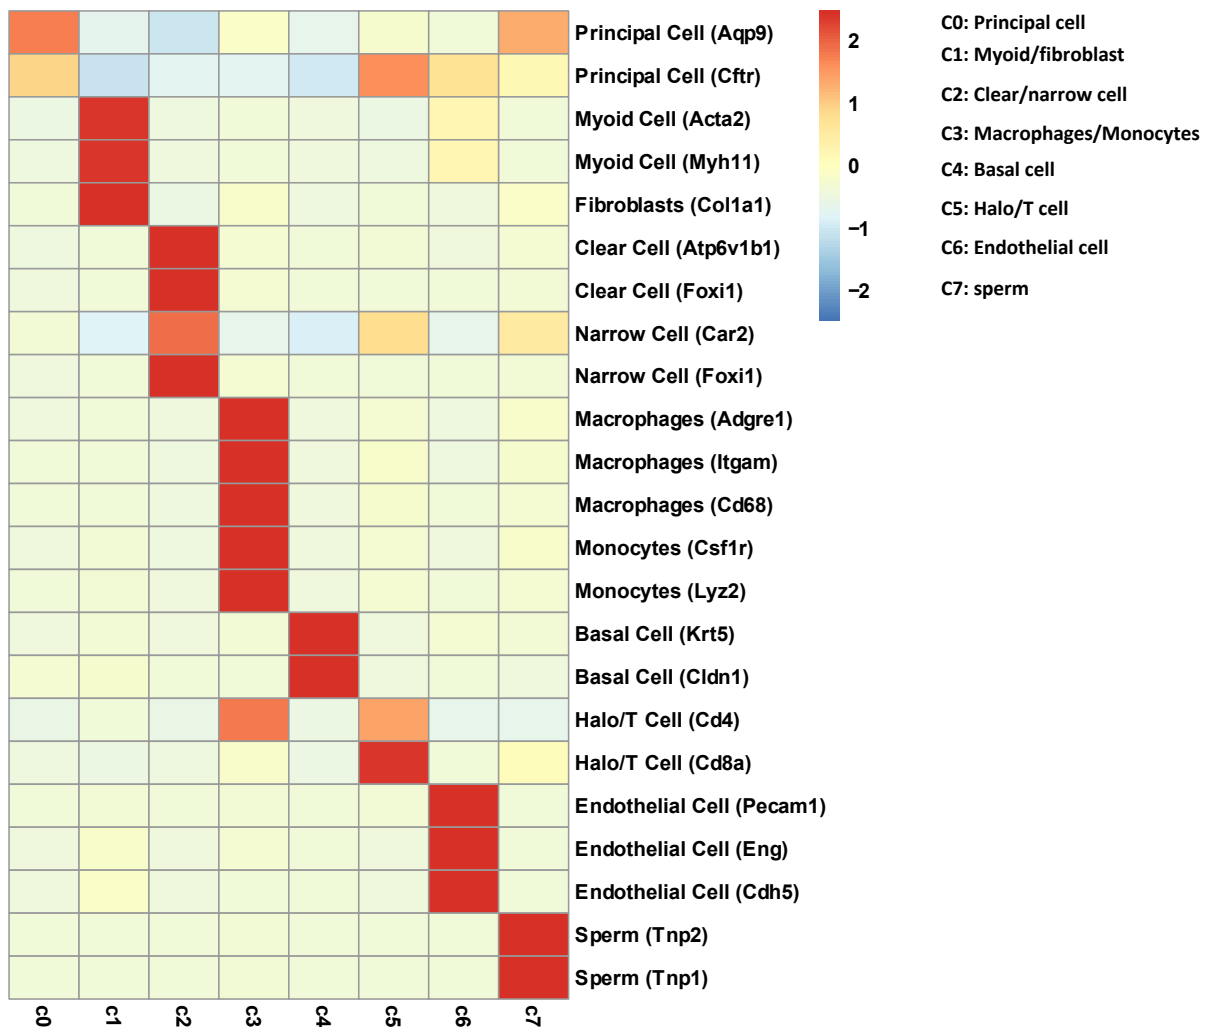

**Supplementary Fig. S2 Cell annotation of each epididymal cell population based on cell type-specific marker genes from the literature (log1pRPM are centred and scaled by row).**

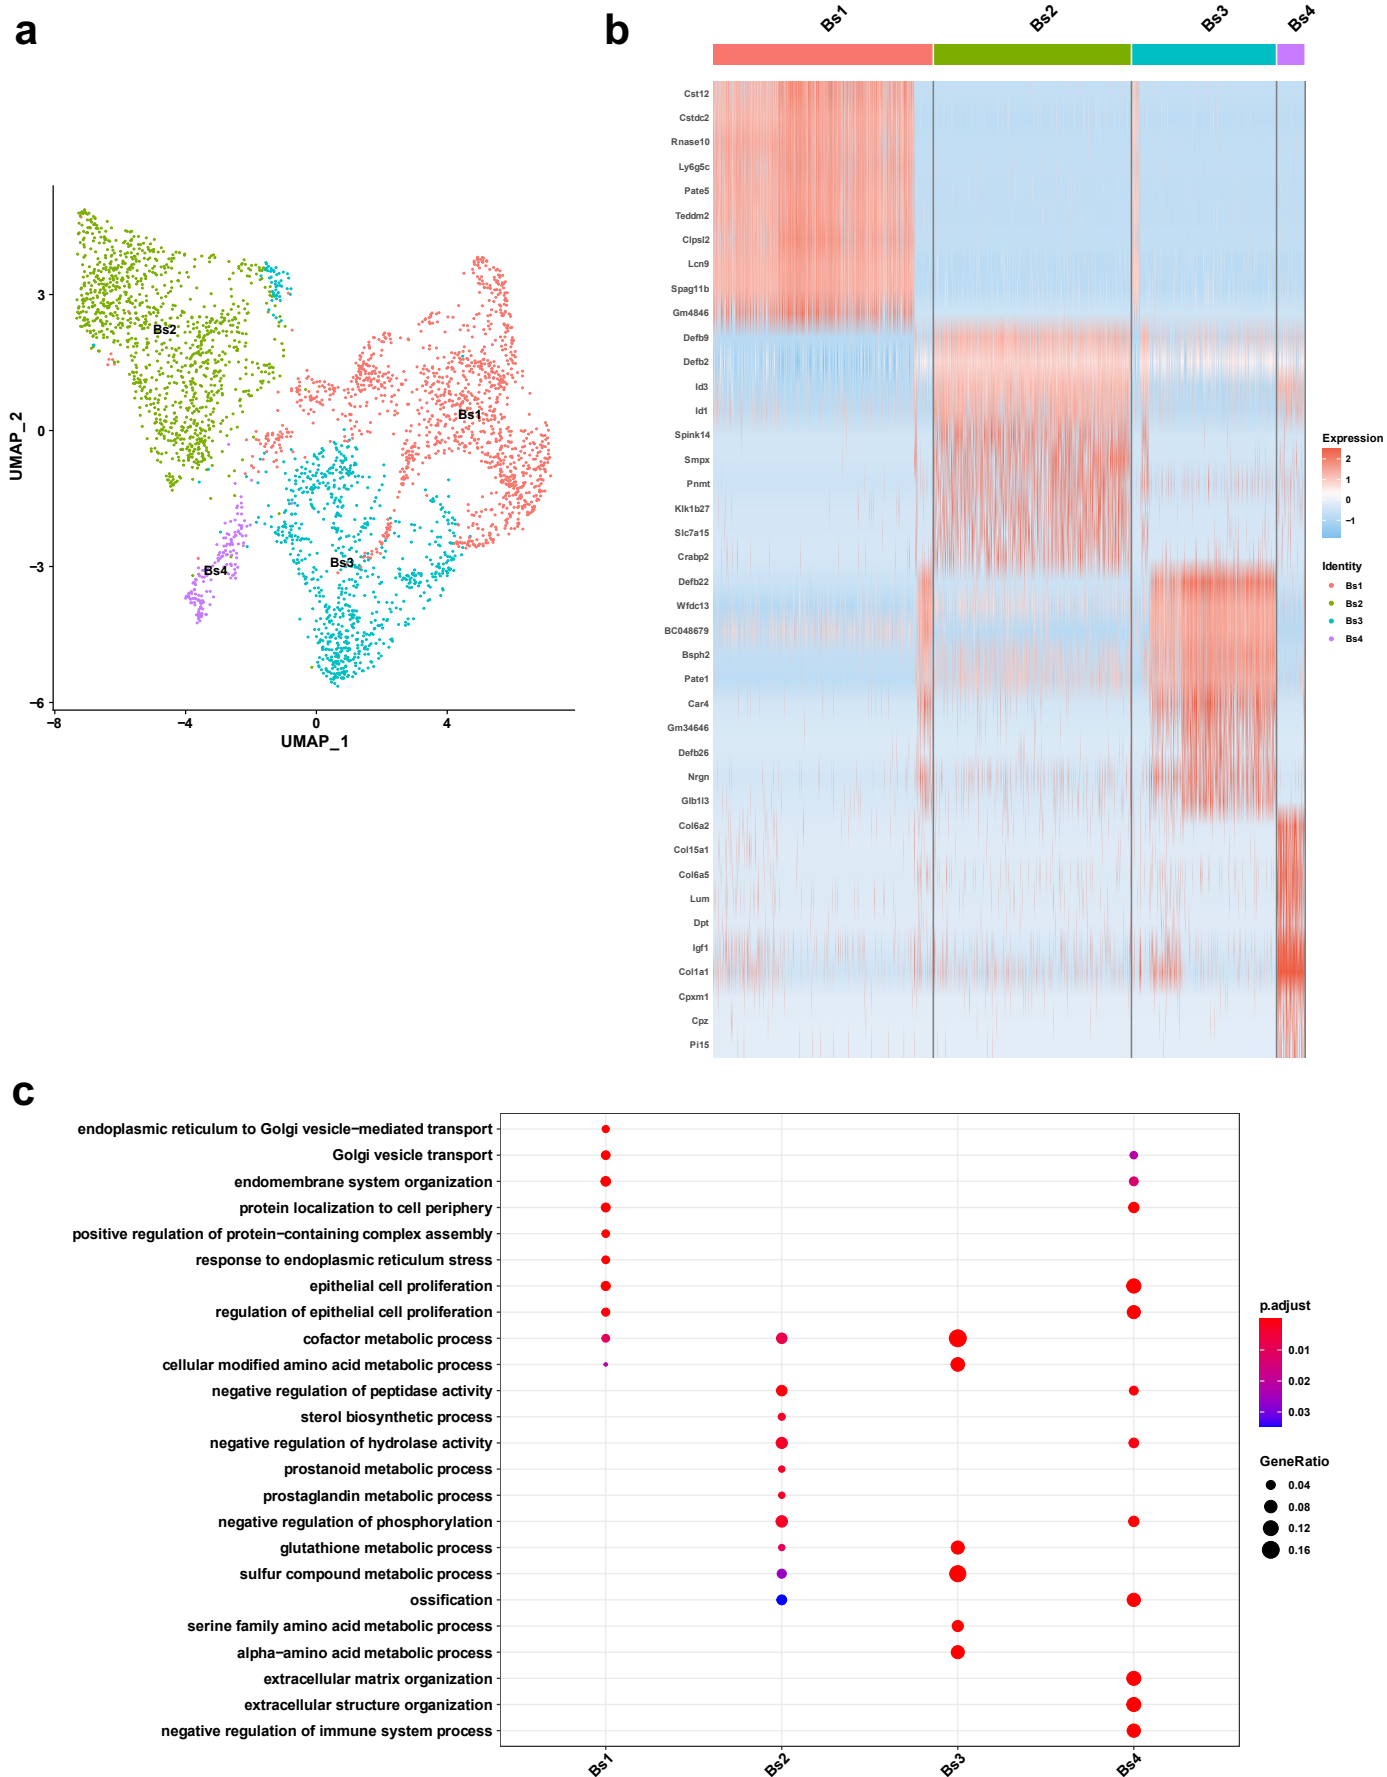

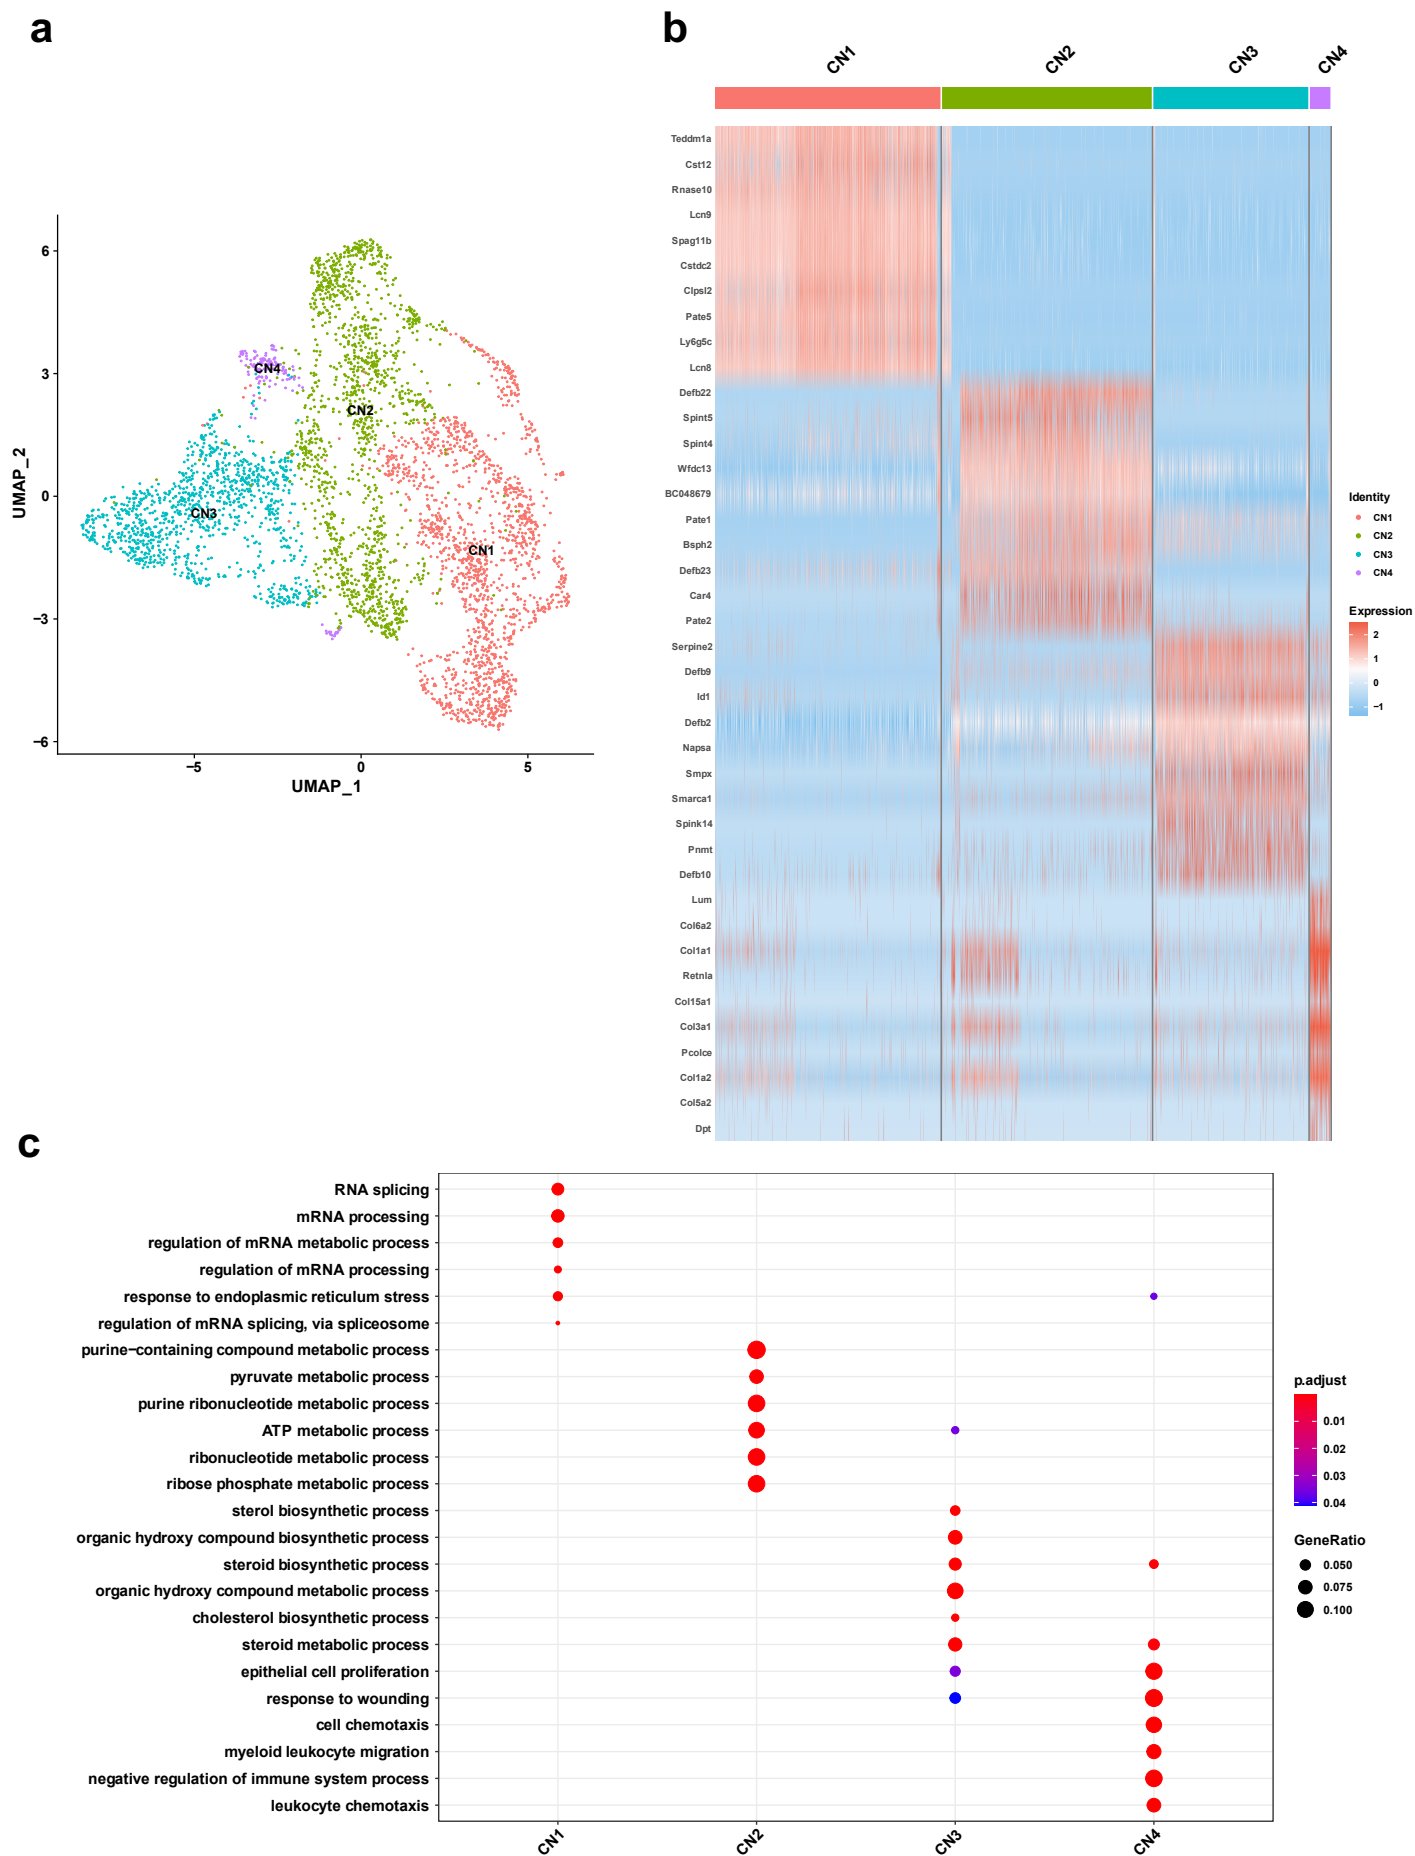

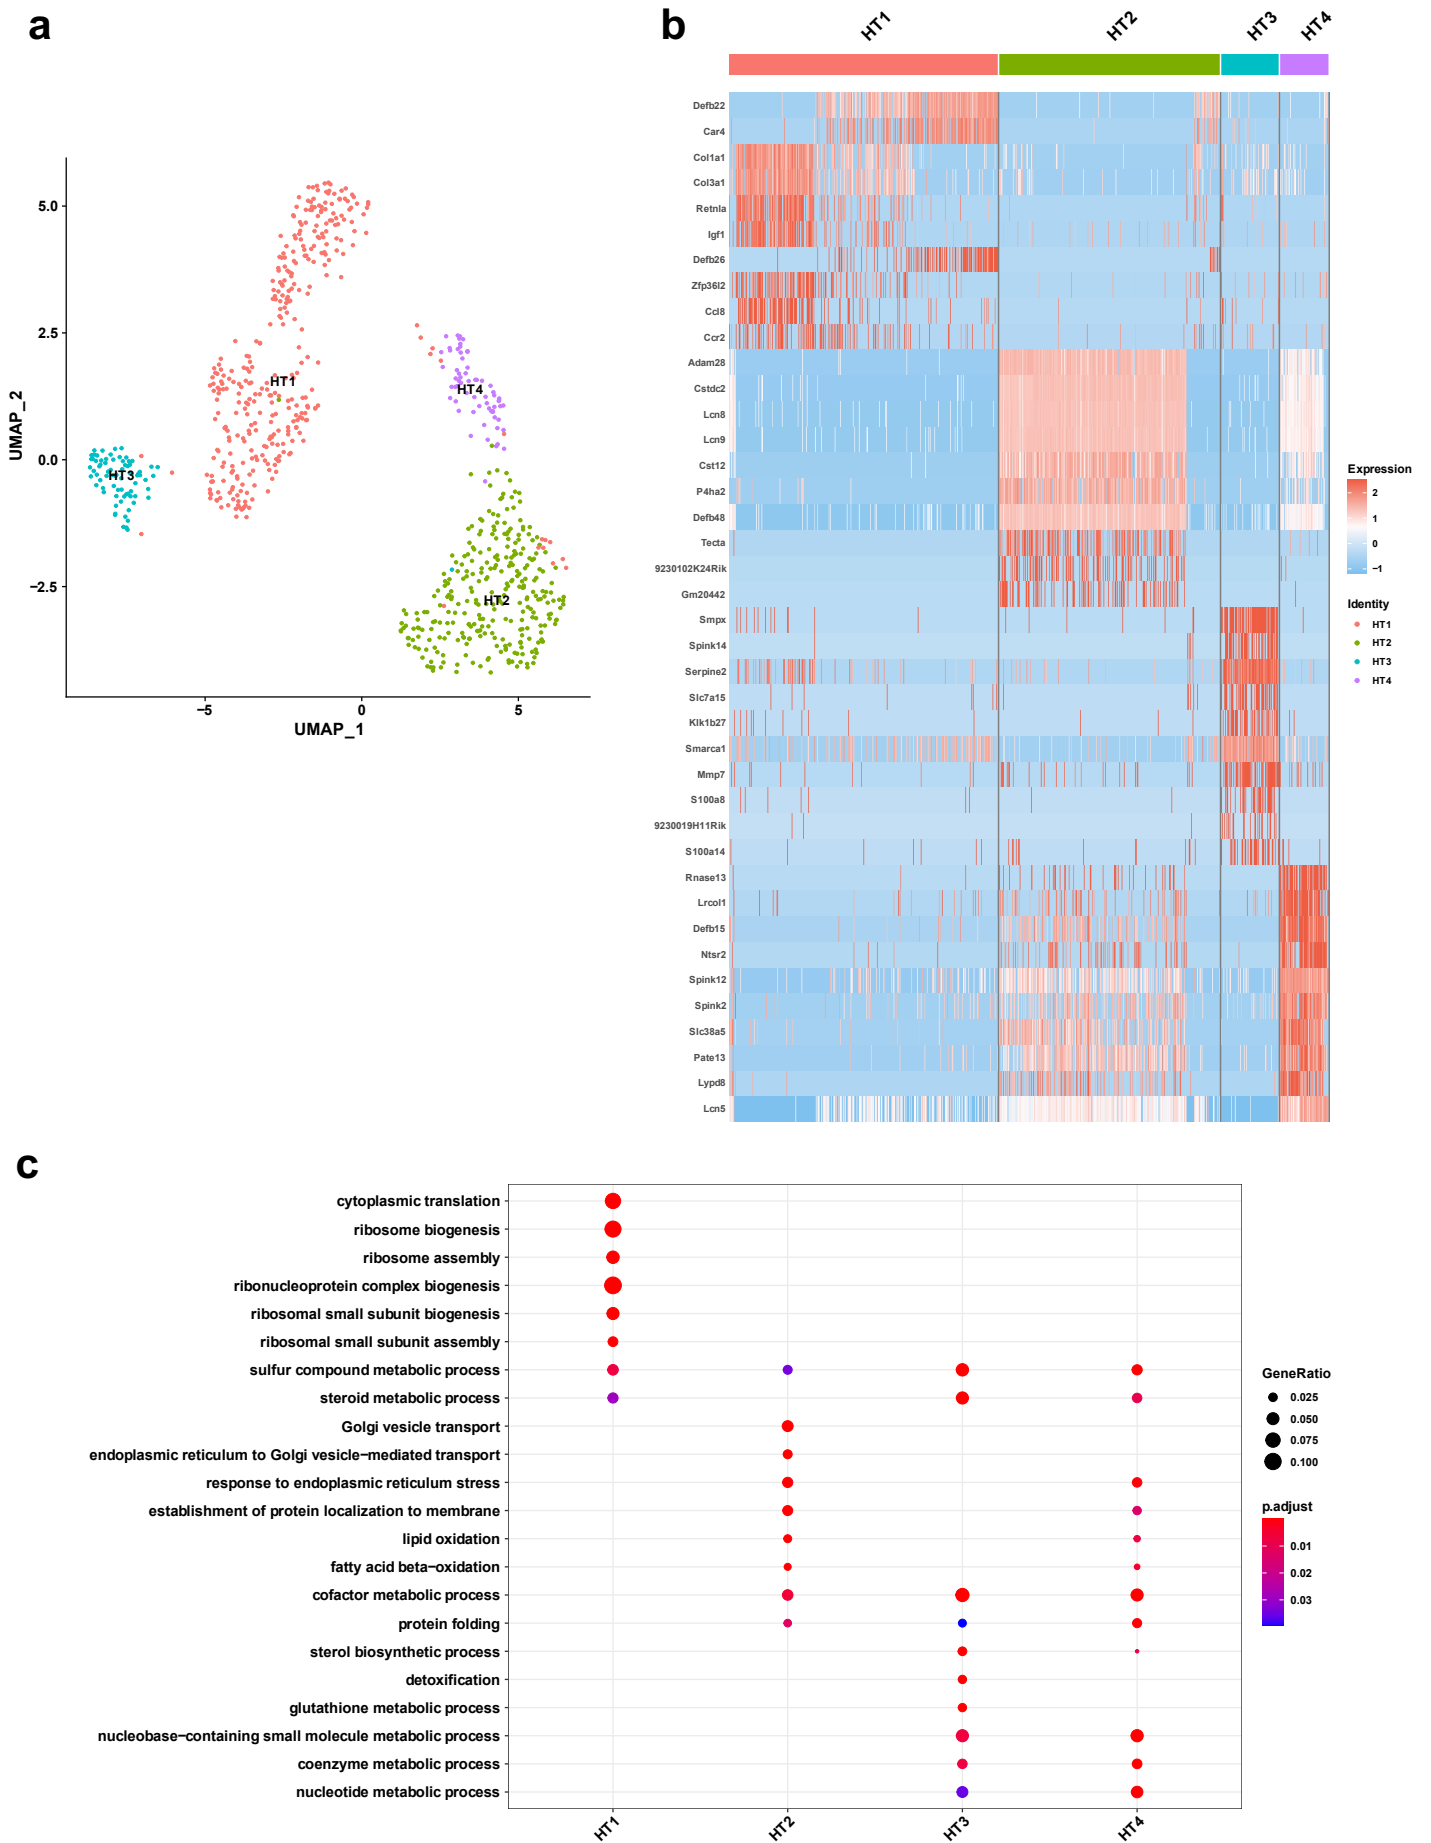

**Supplementary Fig. S5 Sub-populations of Halo/T cells.** **a** UMAP visualization of subclustering of Halo/T cells. **b** The top 10 DEGs of each subcluster are displayed by heatmaps. **c** GO enrichment analysis of DEGs for each halo/T cell subpopulation.

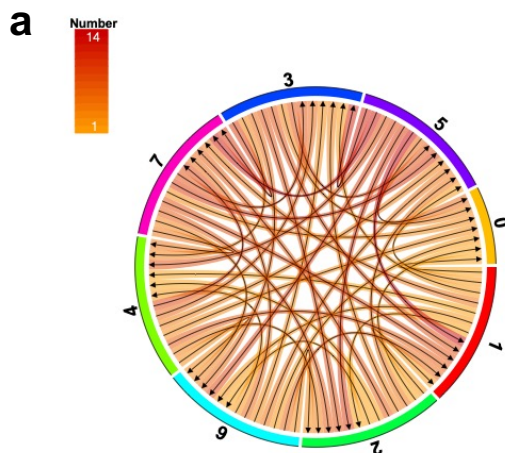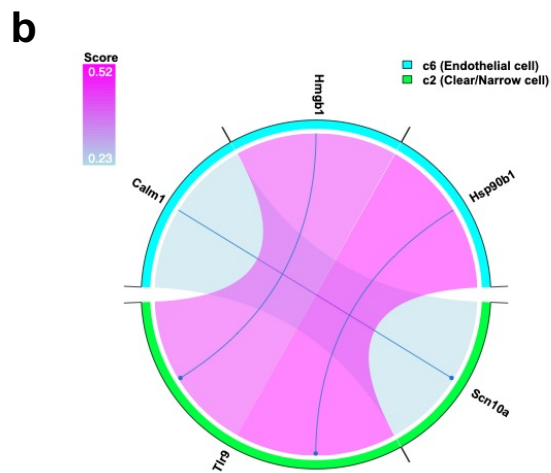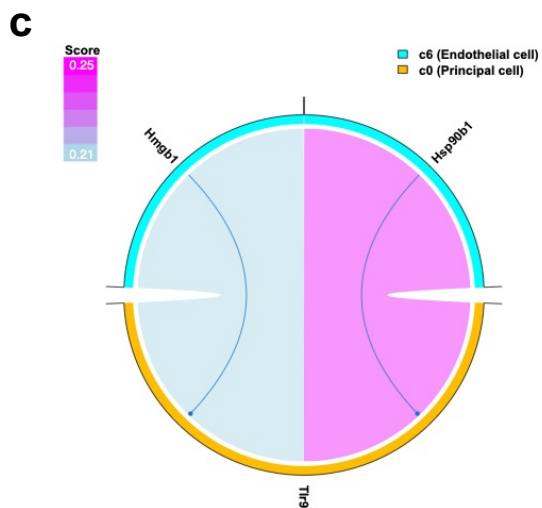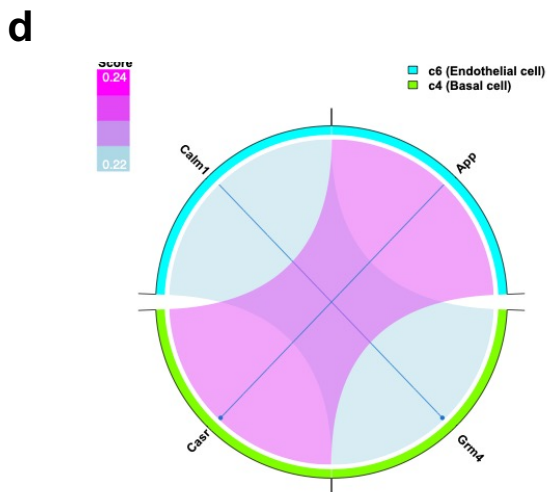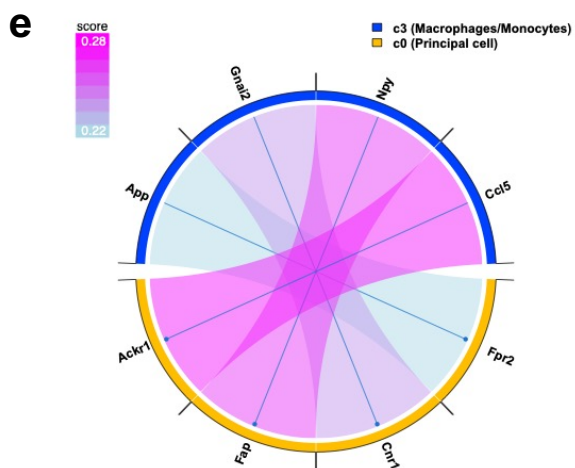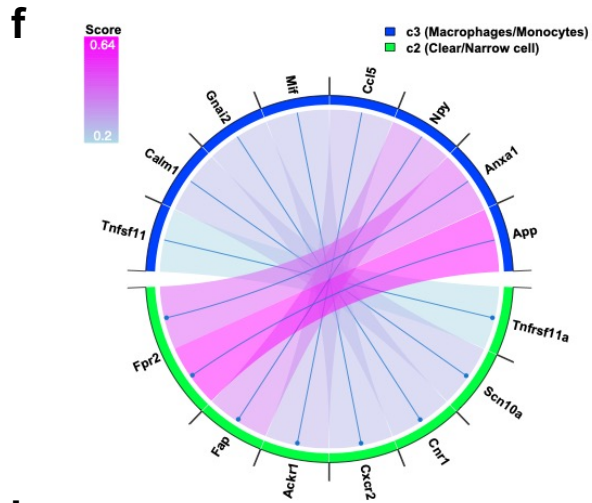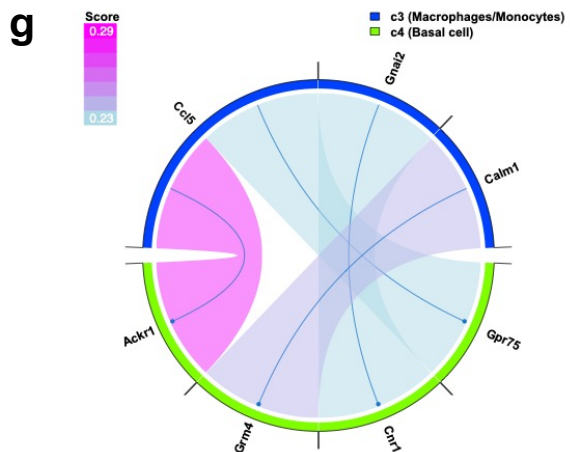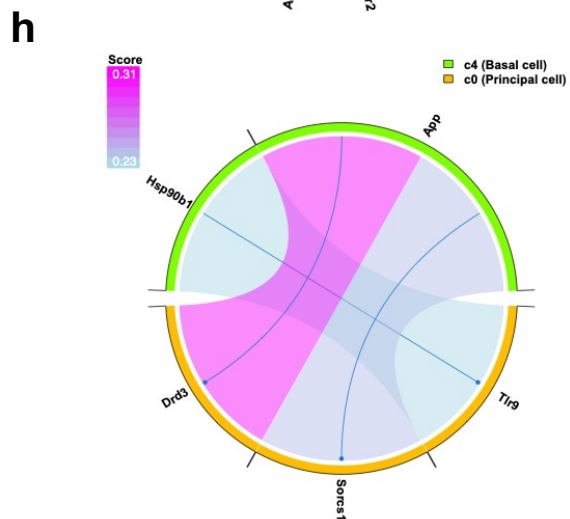

**Supplementary Fig. S6 Cell-cell communication and potential signalling interactions between epididymal cell types.** **a** Cell-cell communication networks between epididymal cell types. The surrounding numbers are the labels of cell clusters. 0: Principal cell, 1: myoid/fibroblast, 2: clear/narrow cell, 3: macrophage/monocytes, 4: basal cell, 5: Halo/T cell, 6: endothelial cell, 7: sperm. (b-d) Ligand-receptor analysis between endothelial cells (c6) and epididymal epithelial cell types. (e-g) Ligand-receptor analysis between macrophage/monocyte cells (c3) and epididymal epithelial cell types. (h) Ligand-receptor analysis between basal cells and principal cells.

**a**

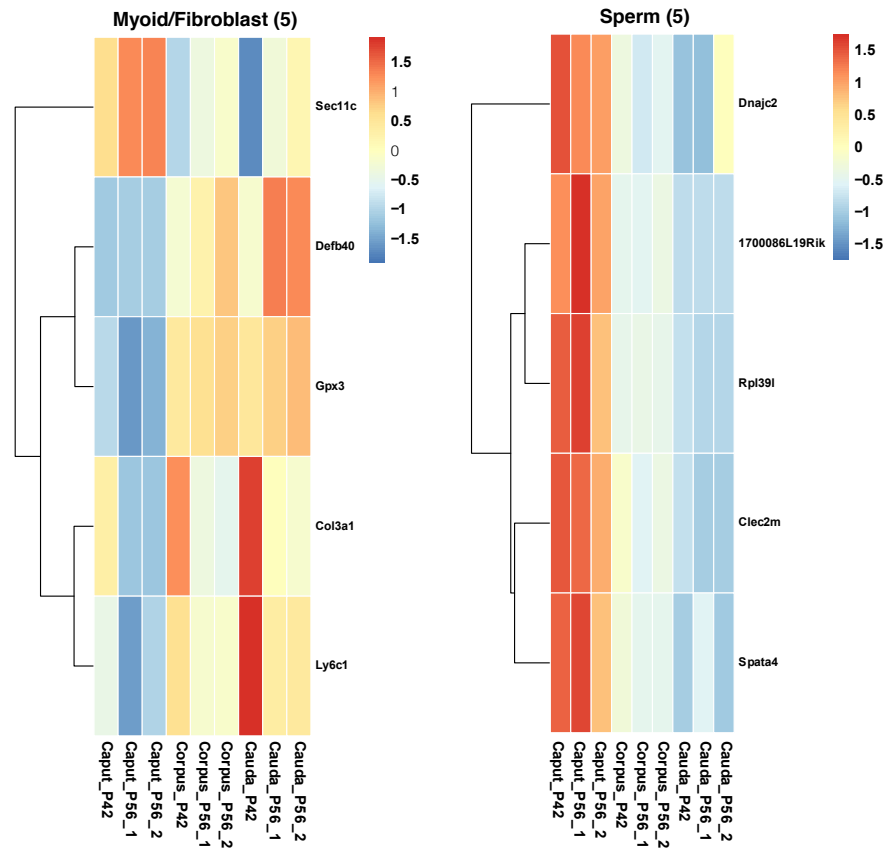

**b**

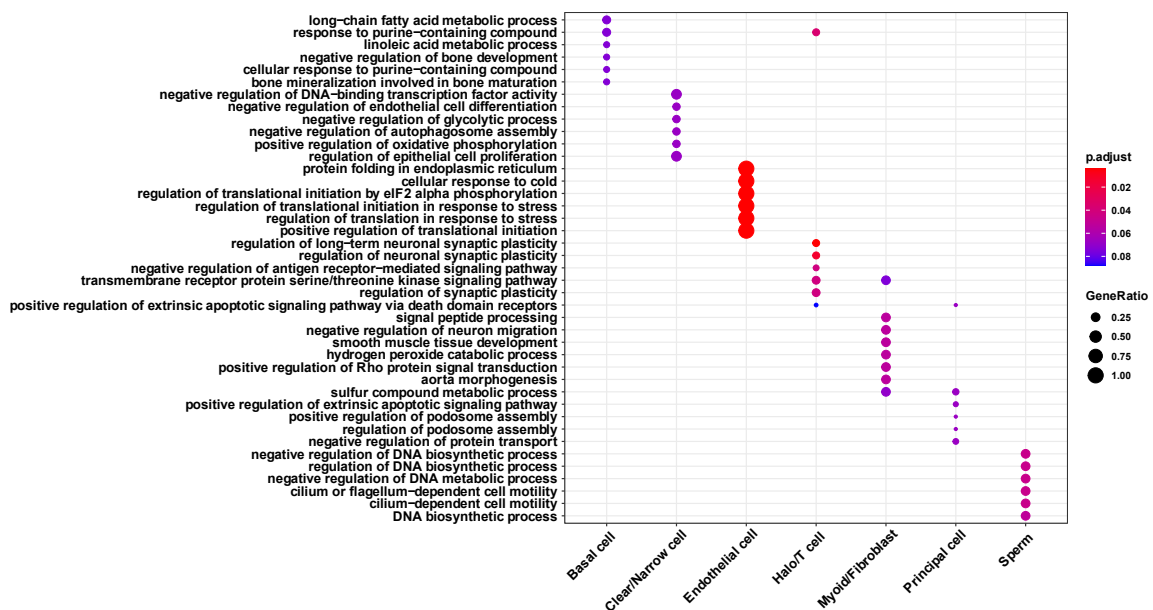

**Supplementary Fig. S7 Segmental DEGs of the cells in the mouse epididymis. a** Heatmaps showing the segmental DEG expression pattern of each nonepithelial cell in three epididymal regions. **b** GO term analysis.

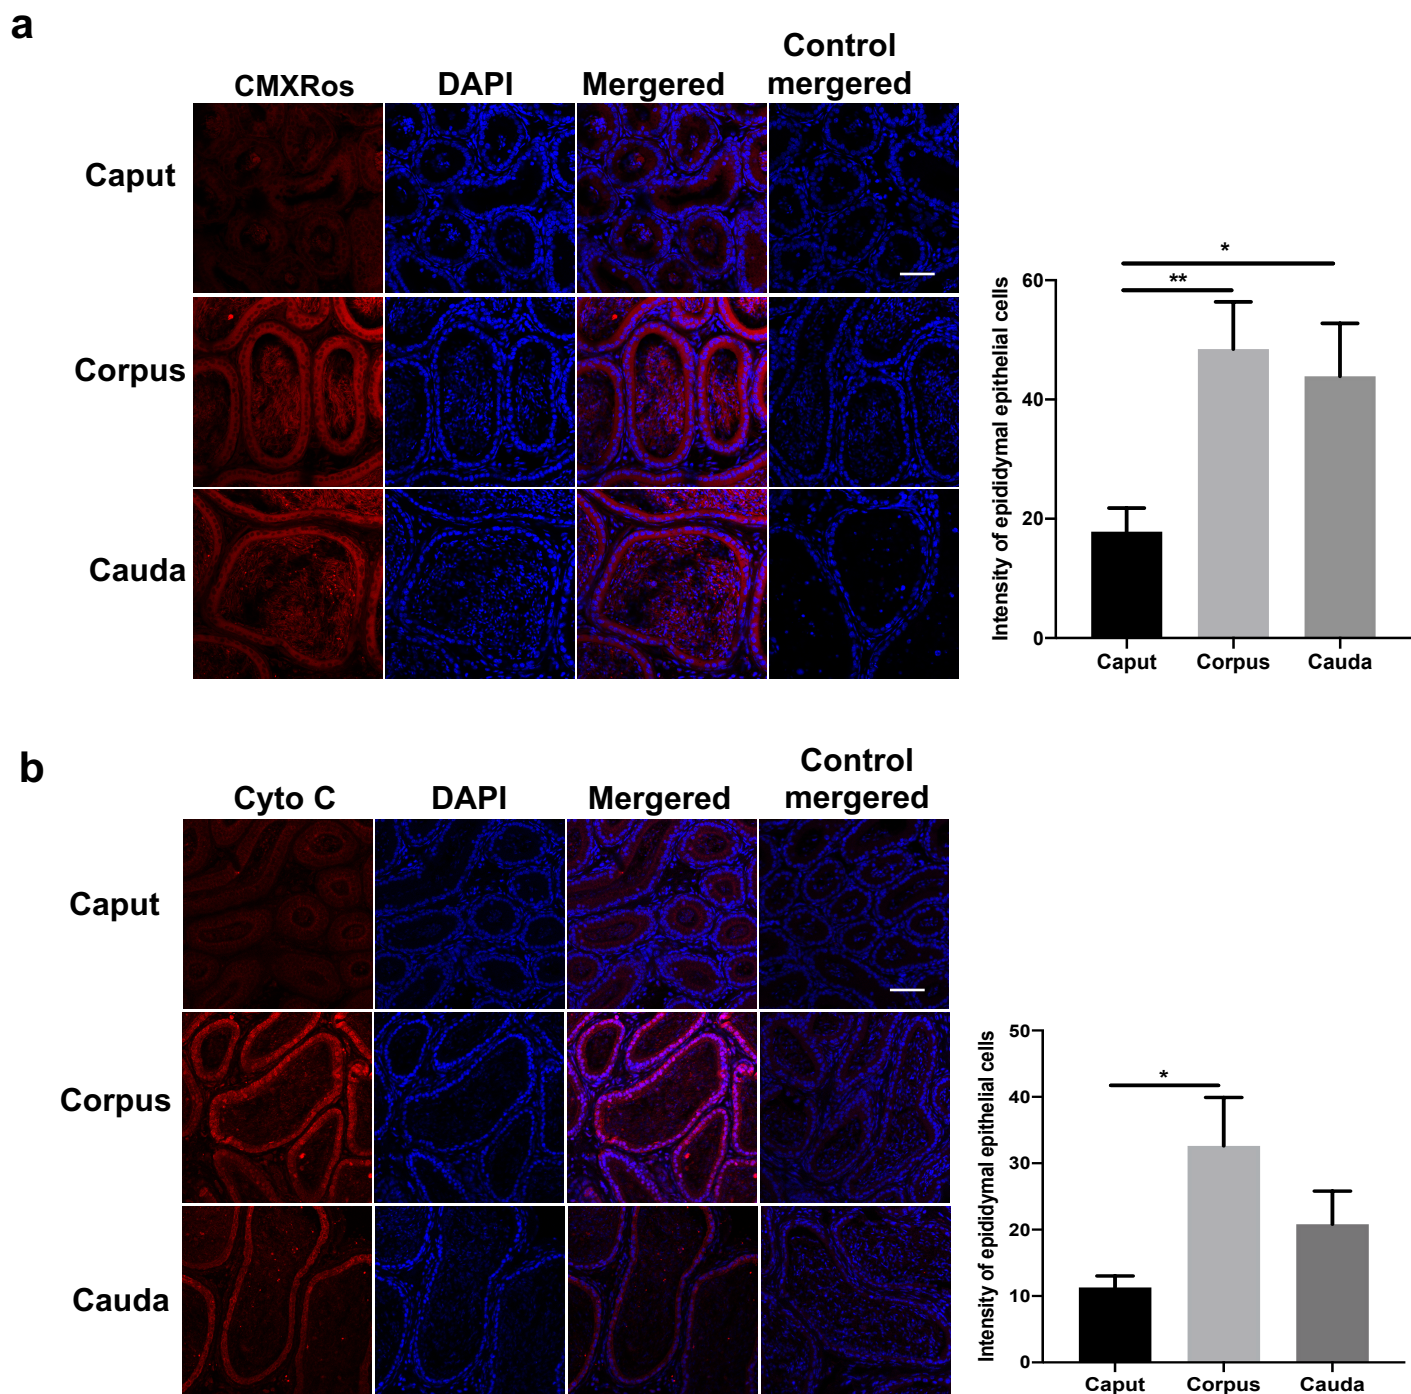

**Supplementary Fig. S8 Characterization of the mitochondrial distribution in different epididymal regions in P42 mice.** **a** Representative images of CMXRos staining in the caput, corpus and cauda epididymis of 42-day-old mice. Scale bar=50  $\mu$ m. Red: CMXRos, Blue: DAPI for nuclear count staining. Right: Corresponding statistics of CMXRos staining in the segmental epididymis. \*,  $P<0.05$ ; \*\*,  $P<0.01$ . **b** Representative images of cytochrome c staining in the caput, corpus and cauda epididymis of 42-day-old mice. Scale bar=50  $\mu$ m. Red: cytochrome c (Cyto C), Blue: DAPI for nuclear count staining. Right: Corresponding statistics of cytochrome c staining in the segmental epididymis. \*,  $P<0.05$ .

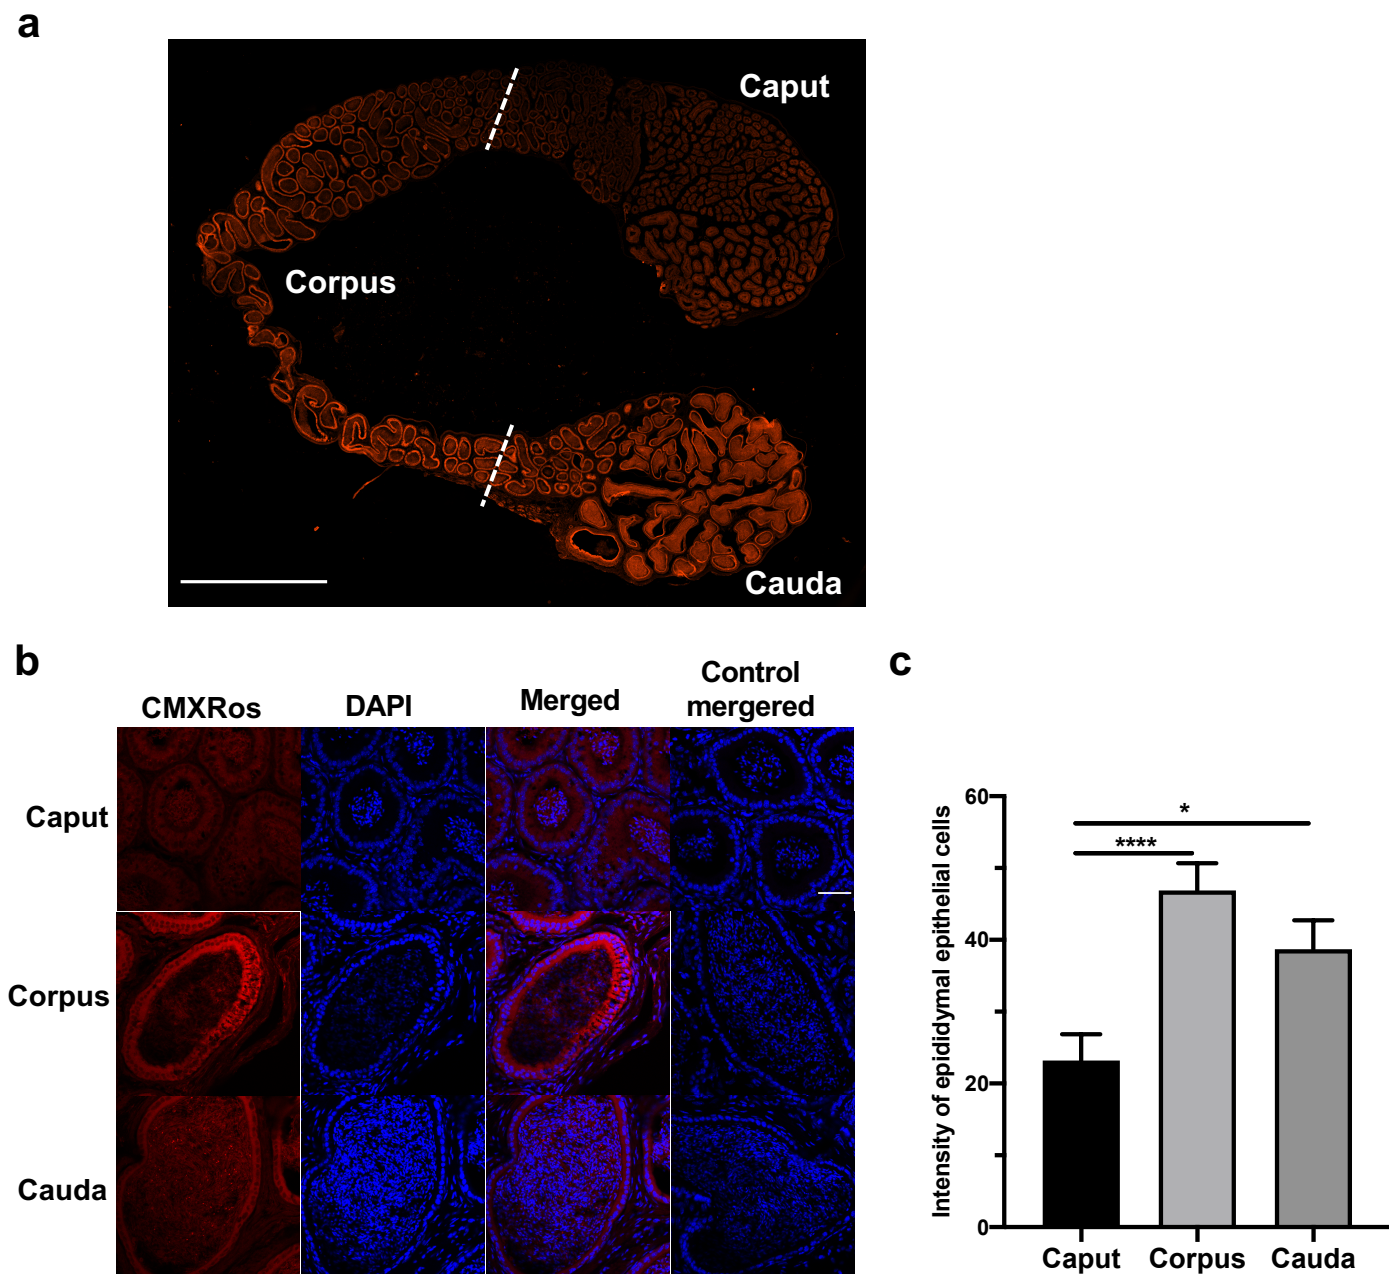

**Supplementary Fig. S9 Characterization of the mitochondrial distribution in different epididymal regions in P56 mice.** **a** Stitched images of MitoTracker staining of the P56 epididymis. Scale bar=1 mm. Red: CMXRos for mitochondria staining. **b** Representative images of CMXRos staining in the caput, corpus and cauda epididymis. Scale bar=50  $\mu$ m. Red: CMXRos, Blue: DAPI for nuclear count staining. **c** Corresponding statistic of CMXRos staining in the segmental epididymis. \*,  $P<0.05$ ; \*\*\*\*,  $P<0.0001$ .

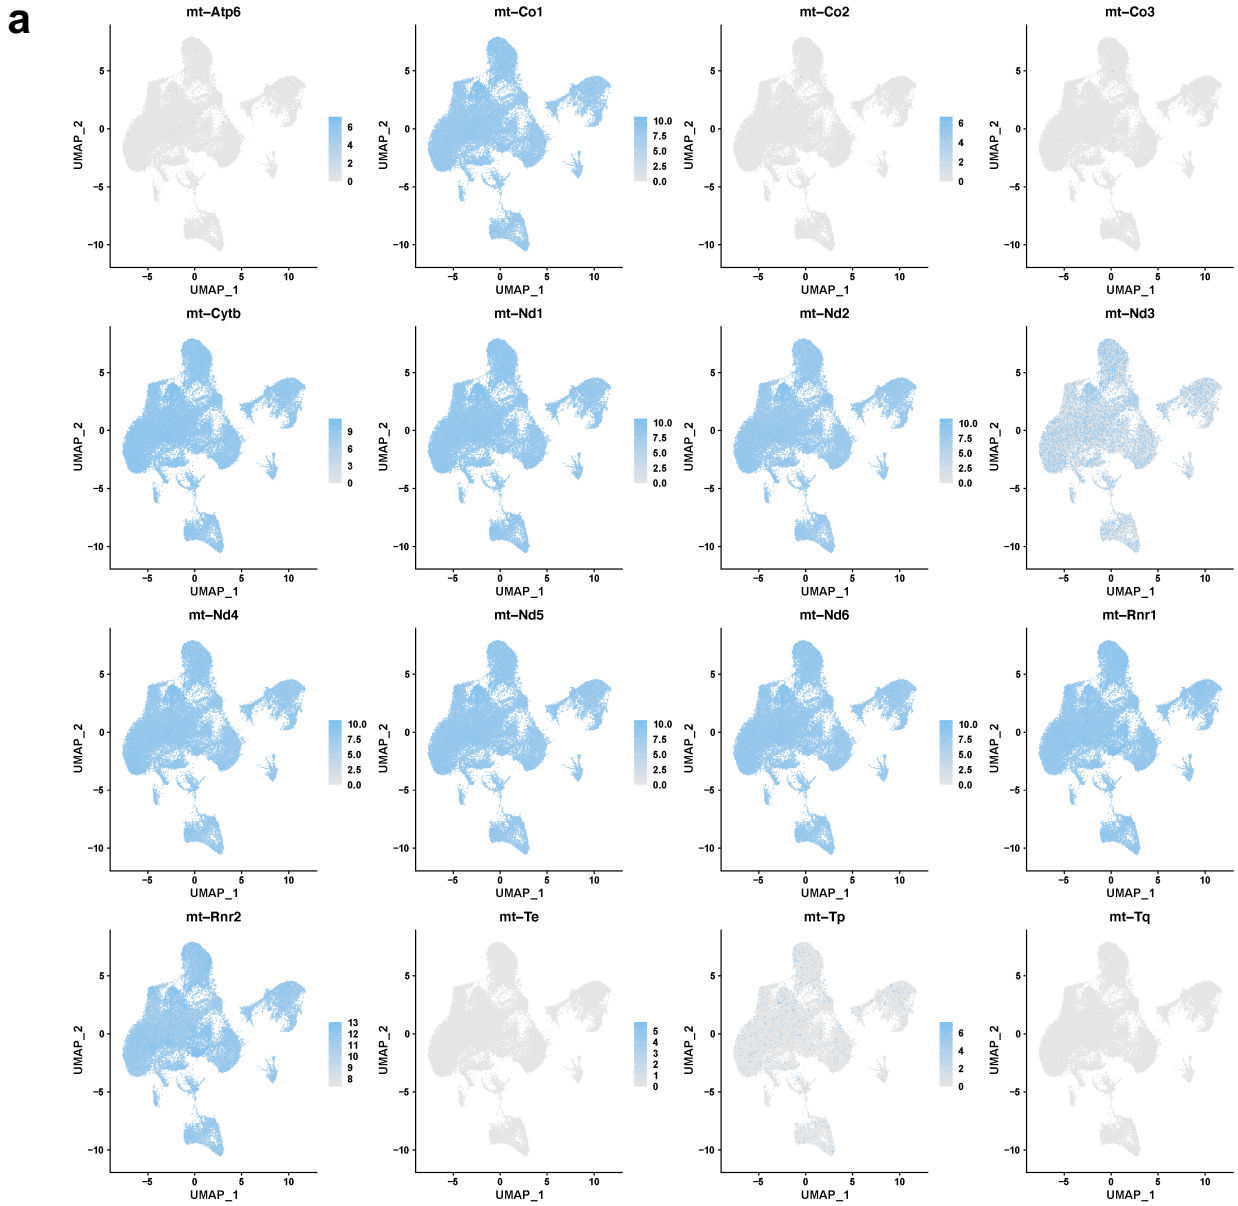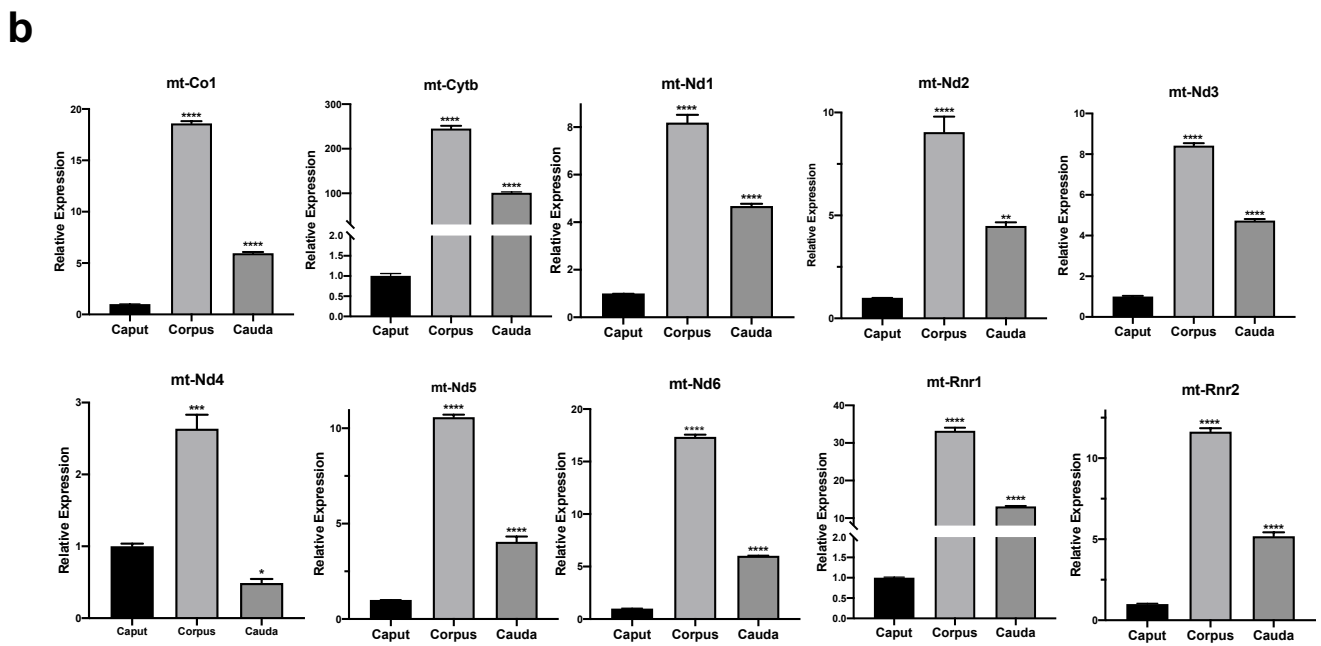

**Supplementary Fig. S10 Characterization of mitochondrial transcript genes in epididymal regions.** **a** UMAP plots of mitochondrial transcript genes in the indicated cell clusters (colour values are log1pRPM). **b** Validations of the selected mitochondrial transcript gene in the sperm-depleted epididymal segments by qPCR analysis. The statistical significance was corpus or cauda vs. caput. \*,  $P < 0.05$ ; \*\*\*,  $P < 0.001$ ; \*\*\*\*,  $P < 0.00001$ .

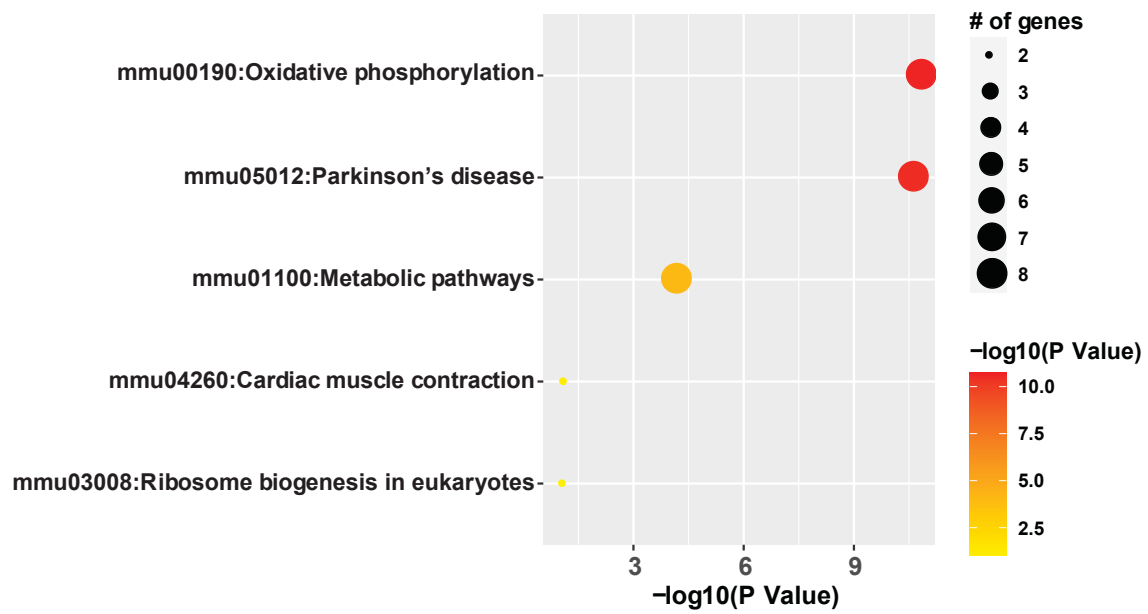

**Supplementary Fig. S11 KEGG analysis for the mt-genes.**

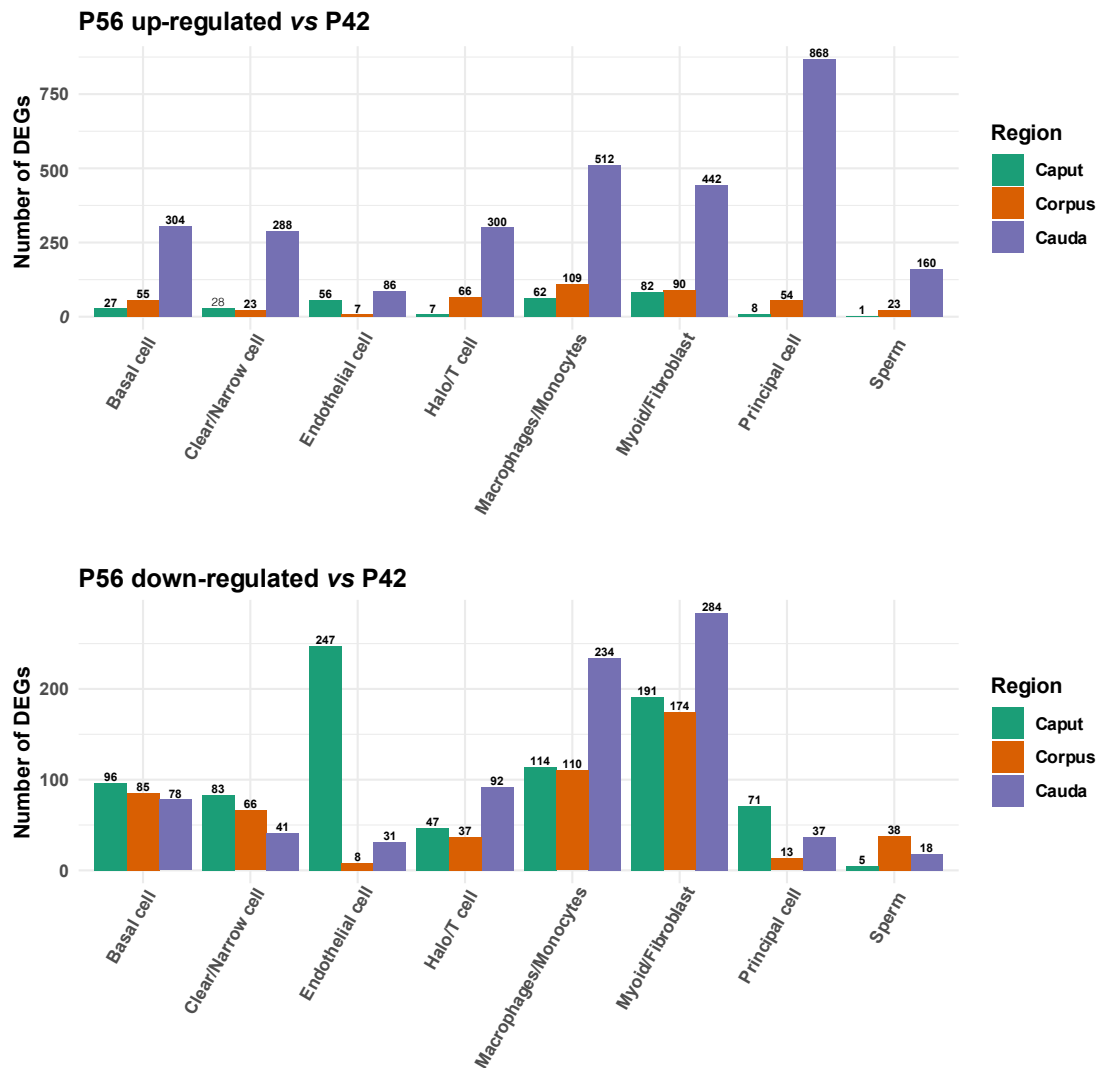

**Supplementary Fig. S12** The bar plot shows the DEGs (P56 vs P42) of each cell cluster expressed in the different epididymal regions.

**Supplementary Table S1. Marker gene of epididymal cells in the literature.**

|                             | Cell Type                     | Gene Full Name                                    | Gene Symbol    | Reference     |
|-----------------------------|-------------------------------|---------------------------------------------------|----------------|---------------|
| Epididymal Epithelial cells | Principal cell                | Aquaporin 9                                       | AQP9           | [1-3]         |
|                             |                               | CF Transmembrane Conductance Regulator            | CFTR           | [4, 5]        |
|                             |                               |                                                   |                |               |
|                             | Basal cell                    | Keratin 5                                         | Krt5           | [1, 2, 6, 7]  |
|                             |                               | Claudin-1                                         | Cldn1          | [7, 8]        |
|                             | Clear cell                    | V-ATPase B1 subunit                               | Atp6v1b1       | [2-4, 7]      |
|                             |                               | Forkhead Box I1                                   | Foxi1          | [9]           |
|                             | Narrow cell                   | Carbonic anhydrase II                             | Car2           | [9]           |
|                             |                               | Forkhead Box I1                                   | Foxi1          | [9]           |
|                             |                               | CD4 antigen                                       | Cd4            | [10]          |
|                             |                               | CD8 antigen, alpha chain                          | Cd8a           | [10]          |
| Non-epithelial cells        | Spermatozoa                   | Transition Protein 2                              | Tnp2           | [11]          |
|                             |                               | Transition Protein 1                              | Tnp1           | [11, 12]      |
|                             | Myoid cell                    | Actin Alpha 2, Smooth Muscle                      | Acta2          | [13-15]       |
|                             |                               | Myosin Heavy Chain 11                             | Myh11          | [16]          |
|                             | Fibroblasts                   | Collagen Type I Alpha 1 Chain                     | Colla1         | [13]          |
|                             | Macrophages                   | Adhesion G Protein-Coupled Receptor E1            | F4/80 (Adgre1) | [1, 6, 17-19] |
|                             |                               | Integrin subunit alpha M                          | Itgam          | [18-20]       |
|                             |                               | CD68 Molecule                                     | CD68           | [17, 19, 20]  |
|                             | Monocytes                     | Colony stimulating factor 1 receptor              | CD115, Csf1r   | [13]          |
|                             |                               | Lysozyme 2                                        | Lyz2           | [13]          |
|                             | Endothelial cells             | Platelet And Endothelial Cell Adhesion Molecule 1 | Pecam1         | [21, 22]      |
|                             |                               | Endoglin                                          | Eng            | [21, 22]      |
|                             |                               | Cadherin 5                                        | Cdh5           | [13, 21, 22]  |
|                             | Erythrocyte (Red blood cells) | Hemoglobin Subunit Alpha 1                        | Hba-a1         | [21]          |
|                             |                               | Hemoglobin Subunit Alpha 2                        | Hba-a2         | [21]          |
|                             |                               | hemoglobin, beta adult s chain                    | Hbb-bs         | [21]          |

#### Reference

1. Zhu, W., et al., *Pattern recognition receptor-initiated innate antiviral responses in mouse epididymal epithelial cells*. J Immunol, 2015. **194**(10): p. 4825-35.
2. Carvajal, G., et al., *Impaired male fertility and abnormal epididymal epithelium differentiation in mice lacking CRISP1 and CRISP4*. Sci Rep, 2018. **8**(1): p. 17531.
3. Krapf, D., et al., *CSrc is necessary for epididymal development and is incorporated into sperm during epididymal transit*. Developmental Biology, 2012. **369**(1): p. 43-53.
4. Shum, W.W., et al., *Regulation of luminal acidification in the male reproductive tract via cell-cell crosstalk*. J Exp Biol, 2009. **212**(Pt 11): p. 1753-61.
5. Pietrement, C., et al., *Role of NHERF1, Cystic Fibrosis Transmembrane Conductance Regulator;*

- and cAMP in the Regulation of Aquaporin 9. *Journal of Biological Chemistry*, 2008. **283**(5): p. 2986-2996.
6. Shum, W.W., et al., *Epithelial basal cells are distinct from dendritic cells and macrophages in the mouse epididymis*. *Biol Reprod*, 2014. **90**(5): p. 90.
  7. Shum, W.W., et al., *Transepithelial projections from basal cells are luminal sensors in pseudostratified epithelia*. *Cell*, 2008. **135**(6): p. 1108-17.
  8. Shum, W.W.C., et al., *Regulation of luminal acidification in the male reproductive tract via cell-cell crosstalk*. *Journal of Experimental Biology*. **212**(11): p. 1753-1761.
  9. Blomqvist, S.R., et al., *Epididymal expression of the forkhead transcription factor Foxi1 is required for male fertility*. *EMBO J*, 2006. **25**(17): p. 4131-41.
  10. *Distribution of immune cells in the epididymis of the aging Brown Norway rat is segment-specific and related to the luminal content*. 1999. **61**(3): p. 705-14.
  11. Hermann, B.P., et al., *The Mammalian Spermatogenesis Single-Cell Transcriptome, from Spermatogonial Stem Cells to Spermatids*. *Cell Rep*, 2018. **25**(6): p. 1650-1667 e8.
  12. Wang, M., et al., *Single-Cell RNA Sequencing Analysis Reveals Sequential Cell Fate Transition during Human Spermatogenesis*. *Cell Stem Cell*, 2018. **23**(4): p. 599-614 e4.
  13. Kalluri, A.S., et al., *Single-Cell Analysis of the Normal Mouse Aorta Reveals Functionally Distinct Endothelial Cell Populations*. *Circulation*, 2019. **140**(2): p. 147-163.
  14. Xie, T., et al., *Single-Cell Deconvolution of Fibroblast Heterogeneity in Mouse Pulmonary Fibrosis*. *Cell Rep*, 2018. **22**(13): p. 3625-3640.
  15. Guo, J., et al., *The adult human testis transcriptional cell atlas*. *Cell Res*, 2018. **28**(12): p. 1141-1157.
  16. Rebouret, D., et al., *Sertoli cells control peritubular myoid cell fate and support adult Leydig cell development in the prepubertal testis*. *Development*, 2014. **141**(10): p. 2139-49.
  17. Mould, K.J., et al., *Single cell RNA sequencing identifies unique inflammatory airspace macrophage subsets*. *JCI Insight*, 2019. **4**(5).
  18. Zimmerman, K.A., et al., *Single-Cell RNA Sequencing Identifies Candidate Renal Resident Macrophage Gene Expression Signatures across Species*. *J Am Soc Nephrol*, 2019. **30**(5): p. 767-781.
  19. DeFalco, T., et al., *Macrophages Contribute to the Spermatogonial Niche in the Adult Testis*. *Cell Rep*, 2015. **12**(7): p. 1107-19.
  20. Masaki and T., *Heterogeneity of antigen expression explains controversy over glomerular macrophage accumulation in mouse glomerulonephritis*. *Nephrology Dialysis Transplantation*, 2003. **18**(1): p. 178-181.
  21. Kalucka, J., et al., *Single-Cell Transcriptome Atlas of Murine Endothelial Cells*. *Cell*, 2020. **180**(4): p. 764-779 e20.
  22. Lukowski, S.W., et al., *Single-Cell Transcriptional Profiling of Aortic Endothelium Identifies a Hierarchy from Endovascular Progenitors to Differentiated Cells*. *Cell Rep*, 2019. **27**(9): p. 2748-2758 e3.

**Supplementary Table S2. Primers for mitochondrial genes.**

| Gene           | The Sequence of Primers                              | Gene    | The Sequence of Primers                             |
|----------------|------------------------------------------------------|---------|-----------------------------------------------------|
| $\beta$ -actin | F: GGCTGTATTCCCCTCCATCG<br>R: CCAGTTGGTAACAATGCCATGT | mt-Co1  | F: GCGGGAATAGTGGGTACTGC<br>R: CGGCTAGAGGTGGGTAGACT  |
| mt-Rnr2        | F: CTGCCTGCCCAGTGACTAAA<br>R: GACCCTCGTTTAGCCGTTCA   | mt-Rnr1 | F: TCTTCGGCGTAAAACGTGTC<br>R: TACCGCCAAGTCCTTTGAGT  |
| mt-Tp          | F: GAATACCAGCTTTGGGTGCTG<br>R: AAGGAGCTACTCCCCACCA   | mt-Co2  | F: TTGGTCTACAAGACGCCACA<br>R: TTGGCAGAACGACTCGGTTA  |
| mt-Cytb        | F: AAAGCCACCTTGACCCGATT<br>R: AGGCTTCGTTGCTTTGAGGT   | mt-Co3  | F: TAACCCTTGGCCTACTCACCA<br>R: TGTGGTGGCCTTGGTAGGTT |
| mt-Atp6        | F: TCCCAATCGTTGTAGCCATCA<br>R: AGACGGTTGTTGATTAGGCGT | mt-Nd1  | F: GCATCTTATCCACGCTTCCG<br>R: ATGTATGGTGGTACTCCCGC  |
| mt-Nd2         | F: ATCCTCCTGGCCATCGTACT<br>R: ATCAGAAGTGGAATGGGGCG   | mt-Nd4  | F: ACCCGATGAGGGAACCAAAC<br>R: TCTCGTGTGTGTGAGGGTTG  |
| mt-Nd3         | F: GTTGCATTCTGACTCCCCCA<br>R: GGTAGACGTGCAGAGCTTGT   | mt-Nd5  | TTCCACCCCTCAGACTAA<br>TGTCGTTTTGGGTGAGAGCA          |
| mt-Nd6         | F: GGGGGATGTTGGTTGTGTTTG<br>R: TATTGCCGCTACCCCAATCC  |         |                                                     |

**Supplementary Table S3. Read mapping and single-cell statistics.**

**Supplementary Table S4. Cluster-level conserved marker genes for the eight epididymal cell populations identified.**

**Supplementary Table S5. Information about segmental and age-related DEGs.**

**Supplementary Table S6. Marker genes of subpopulations for principal, basal, clear/narrow, and halo/T cells.**

**Supplementary Table S7. Details of the GO enrichment analysis.**

**Supplementary Table S8. Information about the ligand-receptor analysis.**

**Supplementary Table S9. Information about the average mitochondrial percentage.**

**Supplementary Table S10. GO analysis of the subpopulations of principal cells.**

How the deposited data were processed for this re-analysis (not part of the article)

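Single-cell RNA-seq was measured in 9 libraries, the caput, corpus and cauda of 1 pool of P42 mice and of 2 pools of P56 mice. The authors trimmed reads with fastp, assigned cell barcodes with umi_tools, mapped reads with STAR, assigned them to exons with featureCounts and counted UMIs per gene and barcode with umi_tools, and they deposited these raw counts without normalization. Tested on the table, all values were whole numbers. The authors' own clusters were not used here, apart from a copy of Supplementary Table S9 that holds 1999 cells of the P42 caput and served as a check. In these cells the percentage of MTs differed from the copy by at most 0.0111 points.

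Everything below was computed from the counts with Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9), and R 4.3.3 (edgeR 4.0.16, DESeq2 1.42.0). The figure was drawn with matplotlib 3.10.9. Of 32195 genes, 31477 were found in at least 3 cells, and 16 of these were mitochondrial. The filter on cells kept 265307692 UMIs. Counts were scaled to 10000 UMIs per cell, log-transformed and centred per library, and clusters were found by the Leiden method on a graph of shared neighbours, with a resolution of 0.3 for subpopulations. Cluster names came from lists of markers written before the data were examined, with 3 or more genes per population. A library entered a comparison of a population with at least 10 cells.

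In tests on simulated counts with 200 genes changed by a log2 fold change of 2, edgeR recovered 160 genes (80%) between segments in principal cells, 181 in basal cells, 189 in clear/narrow cells, 170 in halo/T cells, 154 in myoid cells/fibroblasts, 154 in macrophages/monocytes, 165 in endothelial cells, 140 in sperm and 129 with all cells summed. Between the ages in the cauda it recovered 62 (31%) in principal cells and 49 (24.5%) in sperm, and between ciliated-like and other principal cells 138 (69%).

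Genes with low counts were left out by filterByExpr, library sizes were scaled by TMM, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1. Segments were compared with the pool of mice as a block, since the 3 segments of a pool share their mice. Deviations from the segment means correlated within all 9 pairs of libraries from the same pool (0.311 to 0.815, median 0.601). Of the 18 pairs from different pools, 6 were also over 0.1, all between the P56 replicates (0.219 to 0.698), so the pattern follows age as well as shared mice. The ages were compared within each segment in 1 model with a mean for each segment and age, with no block. Percentages of MTs and shares of cells were compared by exact permutation within pools. Genes named in the text are those that the paper names at the claim, and the 3 called genes with the largest fitted change in the same direction in every pool. Folds against a group without UMIs are lower bounds against 3 counts over the group. The gene lists were those of Fig. 3d, Fig. 5b and Supplementary Table S5, the mitochondrial genes, 81 nuclear genes of the respiratory chain and the markers.

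The alternatives set before the data were examined were DESeq2, no filter on low counts, another choice of the block, mitochondrial genes left out, the ribosomal RNAs left out, clusters without centring, other resolutions, other limits on cells, MT UMIs summed per library, cells thinned to 1000 UMIs, equal numbers of cells, the criteria of the study for segmental genes, and each replicate left out in turn, and, for the mitochondrial genes, TMM factors set to 1. Alternatives chosen after seeing the data were globin UMIs kept, cells with at least 5000 UMIs, the 5% of cells with the highest Scrublet scores left out, ciliated-like cells counted as principal cells, the mixed cluster left out, the removal of shared genes in the criteria of the study, the criteria of the study for the ages, libraries thinned to the shallowest, TMM factors set to 1 for Actb and principal cells thinned to the ciliated-like cells. The stainings, the signalling scores and the GO analyses were not analysed here. The result for a further gene is not reported here.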

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

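The test of the cells that the study lists as halo/T cells was chosen after the result was seen.

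A cluster of 1015 cells, led by Cenpf, Hmmr, Prc1, Ube2c and Mki67, stood apart as a signal that the paper does not report on. Of its cells 500 came from the caput, 344 from the corpus and 171 from the cauda, and it made up 2.46% of all cells but erythrocytes, with a range from 0.871% to 4.30% over the 9 libraries. Mki67 was found in 65.4% of these cells, against 2.13% of principal cells (median depth 7220 and 5716 UMIs) and 5.69% of endothelial cells (5911 UMIs). The top genes defined the cluster, so this contrast is no test of it. Markers of principal cells took 747 of every 10000 UMIs in the cluster, against 881 in principal cells and 462 in the cells of other populations, and those of clear/narrow cells took 12.5, against 80.8 in clear/narrow cells and 8.40 in the cells of other populations. The cluster may consist largely of dividing principal cells. Of the 45 cells of the P42 caput that the study lists as halo/T cells, 34 lay in this cluster and 7 in the T cell cluster. T cell markers took 6.60 of every 10000 UMIs in the former and 27.6 in the latter, against 4.34 in principal cells of that library, which is consistent with cycling cells of other types grouped with T cells. Doublets of a cycling and a principal cell, and the free RNA of principal cells, stay open, as does a difference by age or segment, and no biological explanation was tested.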

How the results depend on the processing

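Tests under the alternatives chosen after seeing the data were chosen after the result was seen: globin UMIs kept, at least 5000 UMIs per cell, the highest Scrublet scores left out, ciliated-like cells or the mixed cluster moved, the removal of shared genes, the criteria of the study for the ages, thinned libraries or principal cells, and TMM factors set to 1 for Actb. Scrublet calls, planned as an alternative, were not run, since it marked 22 cells.

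The 5 differences in MT percentage kept their direction under every alternative run for them. With all pools kept they passed the threshold under each of these but the one without the ribosomal RNAs, and with a pool left out none can pass. Without the ribosomal RNAs they stayed above 0 in 3 of 3 pools, at 2.61 points over all cells, 3.19 in principal, 2.31 in clear/narrow, 1.77 in basal and 2.50 in halo/T cells. mt-Rnr2 carries most of the mitochondrial UMIs, so its removal shrinks the difference by construction. The exact test lost its pass over all cells and in principal, basal and halo/T cells because the corpus then stood further from the other segments than the caput did, and in clear/narrow cells only by the adjustment over populations, so this is no sign of a weaker caput difference. With a pool left out they lay between 9.86 and 13.0, 12.5 and 13.8, 8.77 and 10.3, 8.50 and 11.3, and 9.37 and 13.3 points in the same order of all, principal, clear/narrow, basal and halo/T cells.

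The share of principal cells was higher in the caput than in the cauda under every alternative. After adjustment none passed, but a single population at the smallest p of the exact permutation test has an adjusted p of 0.222, and with a pool left out no p under 0.05 can be reached. With the resolution doubled the unadjusted p was that smallest value, and the share of ciliated-like cells stayed within its interval in 2 of 2. A halved resolution gave 7 principal cell subpopulations. Actb had an adjusted p under 0.05 by edgeR with TMM factors set to 1, at a log2 fold change (0.73) below the limit of 1, and in none of the 6 other alternatives.

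Counts of segmental genes stayed within 1.5 times in 48 of 97 cases. By the criteria of the study 224, 125, 117, 152, 125, 120, 106 and 181 genes were called in principal cells, myoid cells/fibroblasts, clear/narrow cells, macrophages/monocytes, basal cells, halo/T cells, endothelial cells and sperm, and with its removal of shared genes 55, 5, 6, 4, 6, 0, 1 and 85. The 0 in halo/T cells stands beside 648 by edgeR and 505 by DESeq2. These criteria ask for a larger difference in every pool. Without a filter 2741 genes were called in myoid cells/fibroblasts, 2797 in macrophages/monocytes, 1070 in halo/T cells and 946 in endothelial cells, and the cause was not tested. With no block for the pool the numbers were 666 in myoid cells/fibroblasts, 1123 in clear/narrow cells, 694 in macrophages/monocytes, 321 in halo/T cells and 271 in endothelial cells, and the block changed no other count of segmental genes by over 1.5 times. Clusters without centring gave 534 in macrophages/monocytes, and the cause was not tested. Equal numbers of cells gave 955 in clear/narrow cells, 1174 in basal cells, 424 in halo/T cells, 260 in endothelial cells and 512 in sperm, with fewer cells by construction. With a pool left out the numbers lay between 2665 and 6606 in principal cells, 313 and 2879 in myoid cells/fibroblasts, 562 and 2409 in clear/narrow cells, 326 and 2706 in macrophages/monocytes, 713 and 3050 in basal cells, 246 and 916 in halo/T cells, 163 and 818 in endothelial cells and 1010 and 2184 in sperm. The highest came without P42 in all 8 populations. Of 36 splits of the libraries within pools, the real one was the only 1 to call as many segmental genes in any of the 8 populations, or as many mitochondrial genes. This is the smallest share that 36 splits can give, so chance is unlikely but not excluded. In endothelial cells, for example, another split called 473 genes, against 618 in the real one.

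Of the mitochondrial genes 1 was called with no block, and 0 to 11 with a pool left out. Without either P56 pool the count of 0 was that of edgeR, and DESeq2 was not run there.

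Counts of age genes stayed within 1.5 times in 33 of 56 cases. With the P56 replicate number as a block, 416 genes were called in principal cells of the caput, and 175 and 601 in sperm of the corpus and cauda. The block for the ages shares only a number with P42 and changed no other count by over 1.5 times. Clusters without centring gave 110, 355 and 1562 in principal cells of caput, corpus and cauda and 24 and 121 in sperm of caput and corpus, and no value in sperm of the cauda, where no P42 library had enough sperm. The criteria of the study gave 82, 62 and 904 in principal cells and 5, 78 and 319 in sperm. DESeq2 gave 31, 53 and 375 in sperm. Without P56 replicate 1 of the segment, edgeR called 0 and 184 in sperm of caput and corpus, and without replicate 2 it called 217 in principal cells of the corpus and 0, 106 and 161 in sperm of the 3 segments, each with single libraries assumed to vary like the others. At an unadjusted p under 0.05 there were 389 and 409 genes in caput sperm, and DESeq2 was not run there. In principal cells of the caput the split of higher and lower genes at P56 was 81 and 107, but 120 and 82 by DESeq2, 232 and 184 with the block, 81 and 67 with thinned libraries and 126 and 58 without P56 replicate 1. In the corpus it was 186 and 445, but 50 and 12 by the criteria of the study. In the cauda it was 1420 and 2345, but 1171 and 391 without centring and 869 and 35 by the criteria of the study. In cauda sperm it was 239 and 685, but 286 and 33 by those criteria. In caput sperm it was 24 and 27, but 10 and 21 by DESeq2 and 17 and 7 without centring. The balance of higher and lower genes thus turned with the processing. As a cause, fewer UMIs per cell at P42 was tested for principal cells of the cauda, and that test could not decide. Other causes of the turn were not tested.

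Named genes kept their call in 84 of 90 cases in principal cells and in 84 of 90 in sperm. In sperm only DESeq2 and the highest Scrublet scores left out were counted, and without either P56 replicate every gene of caput sperm lost its call. The fewest simulated changes, 62 and 49 of 200, were recovered between the ages in the cauda, with 1 library at P42, and depth and replication were not compared as limits.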

Differences from the paper's values

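The criteria of the study with its removal of shared genes, and its criteria for the ages, were tests chosen after the values were seen. The paper tested cells, and the values here test libraries.

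Segmental genes. Supplementary Table S5 of the paper lists 53 genes for principal cells against 5604 here, 5 against 1492 for myoid cells/fibroblasts, 6 against 1727 for clear/narrow cells, 0 against 1442 for macrophages/monocytes, 10 against 2108 for basal cells, 23 against 648 for halo/T cells, 1 against 618 for endothelial cells and 5 against 2218 for sperm. None of the alternatives set before the data were examined came within 1.5 times of the paper's numbers. With the criteria of the study and its removal of shared genes, chosen after seeing the values, 55 genes were called in principal cells, 5 in myoid cells/fibroblasts, 6 in clear/narrow cells and 1 in endothelial cells, which are within 1.5 times of the paper's numbers but share only 38, 2, 3 and 0 genes with its lists, while 4 in macrophages/monocytes, 6 in basal cells, 0 in halo/T cells and 85 in sperm are not. In myoid cells/fibroblasts the paper lists 1 gene of the caput and 4 of the cauda, against 723 and 378 here, and 3 and 2 by these criteria.

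Subpopulations. The paper gives 4 subpopulations of halo/T cells, against 1 here, and no alternative was run for it. The 2 numbers need not describe the same cells. Of the 45 cells of the P42 caput that the study lists as halo/T cells, 7 lay in the halo/T cluster here. The same limit holds for the numbers of segmental genes in halo/T cells.

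Age genes. Supplementary Fig. S12 of the paper shows, read by eye, about 8, about 54 and about 870 genes higher at P56 in principal cells of the caput, corpus and cauda, against 81, 186 and 1420 here, and about 71, about 13 and about 37 lower, against 107, 445 and 2345. For sperm it shows about 1 and about 23 higher in caput and corpus, against 24 and 56 here, and about 5, about 38 and about 18 lower in caput, corpus and cauda, against 27, 282 and 685. Of the alternatives set before the data were examined, those within 1.5 times of the paper's numbers were, for genes higher in principal cells, P56 replicate 2 left out in the corpus (65), and DESeq2 (1186), no centring (1171) and P56 replicate 2 left out (1284) in the cauda. For genes lower in principal cells of the caput they were DESeq2 (82), no centring (52) and P56 replicate 1 (58) or 2 (86) left out. In sperm they were, for genes higher in the corpus, no filter (23), the replicate block (25), no centring (27) and P56 replicate 1 (24) or 2 (18) left out, for genes lower in the caput no centring (7), and for genes lower in the corpus DESeq2 (42). The others were not. Of those chosen after seeing the values, thinned libraries gave 1008 higher in principal cells of the cauda and 67 lower in those of the caput. The criteria of the study, also chosen after seeing the values, gave 10, 50 and 869 higher and 72, 12 and 35 lower in principal cells, and 1 higher in sperm of the caput and 4 and 42 lower in sperm of caput and corpus, all within 1.5 times of the paper's numbers, but 36 higher in sperm of the corpus and 33 lower in sperm of the cauda.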

Other observations

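The tests of free mitochondrial RNA and of libraries thinned to the shallowest were chosen after the results were seen.

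MT percentage. It was higher in corpus and cauda in all 8 populations. The tables argue against shallow cells as the whole cause, since principal cells with at least 5000 UMIs still differed by 10.8 points. A floor on UMIs does not remove damaged cells, so damage stays open, untested. Free mitochondrial RNA in the corpus and cauda libraries would raise every cell type alike, and macrophages/monocytes differed by 9.40 points (SD between pools 5.13), which is consistent with a large part of the difference coming from free RNA. Principal cells differed by 3.72 points more (exact permutation p = 0.222), and by 3.55 and 3.45 points more than clear/narrow and basal cells (exact permutation p = 0.037 each, adjusted p = 0.130), by 4.03, 3.43 and 2.32 points more than myoid cells/fibroblasts, endothelial and halo/T cells (exact permutation p = 0.185, 0.259 and 0.444), and by 1.31 points less than sperm (exact permutation p = 0.333). More mitochondria per principal cell cannot be told apart from this. The 81 nuclear genes of the respiratory chain had a median log2 difference of 0.32 (64 of them higher), at percentile 93.3 of random lists of matched expression, 675 of 10000 of which were as high. The medians per pool were 0.11, 0.38 and 0.40.

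Fibroblast genes in sperm. The 12 fibroblast markers had median log2 changes from P42 to P56 of -1.67, -2.16 and -4.71 in sperm of caput, corpus and cauda, and of -1.51, -1.51 and -3.79 in clear/narrow cells. As the genes moved alike in cells of another type, free RNA of fibroblasts in the P42 libraries may account for much of the change of these markers in sperm. For the age genes of sperm as a whole this stays open. Of the genes called lower at P56 in sperm of caput, corpus and cauda, 63.0%, 24.8% and 40.9% were higher in myoid cells/fibroblasts, against 51.8%, 46.3% and 53.4% of all genes tested. Of the genes called higher at P56 it was 100%, 39.3% and 38.1% in the same order. Fibroblasts of the P42 cauda themselves carried 851 such UMIs per 10000, against 100.1 and 60.4 at P56, so a change with age in fibroblasts stays open, untested.

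Age genes in principal cells of the cauda. Of the genes called lower at P56, 70.8% were higher in myoid cells/fibroblasts, against 51.4% of all genes tested and 28.6% of those called higher. In caput and corpus it was 92.5% and 85.2% of the genes called lower. There it was 60.1% and 52.4% of all genes tested, and 50.6% and 52.2% of those called higher. For the cauda, free RNA of fibroblasts in the P42 library would give this. Mixed cells among the principal cells, such as those of the collagen-led subpopulations, could give it too and were not set apart. The tables argue against the lower depth of the P42 cauda library as the whole cause of its age genes, since 3063 genes were called with every library thinned. Without a P56 replicate of the cauda, edgeR called 3316 and 3154. By the criteria of the study on single cells, 869 genes were higher and 35 lower at P56 (96.1% higher). With each cell thinned to 1000 UMIs, 77 were higher and 42 lower (64.7% higher), with 320 cells of P42 and 4 of P56 left out. The test was set to decide under 50% or over 90%, so fewer UMIs per cell at P42 cannot be told apart from a change with age as the cause of the direction.

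Halo/T cells. Of their 648 segmental genes, 35 were at 2 or more times the level of principal cells and 231 (35.6%) as high or higher. Free RNA of principal cells cannot be told apart from expression in the rest, since markers of principal cells were less than 2 times as high as in the next population.

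Ciliated-like cells. Their principal cell markers were at 0.663 times the level of endothelial cells, and those of principal cells at 1.84 times, which argues against principal cells that carry cilia. Of the 19 markers, 1 was above endothelial cells in all 3 libraries. Another cell type of the caput epithelium stays open, untested. In the copy of Supplementary Table S9, 36 of the study's principal cells were in this cluster.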
